# Embryonic macrophages orchestrate niche cell homeostasis for the establishment of the definitive hematopoietic stem cell pool

**DOI:** 10.1038/s41467-025-59059-9

**Published:** 2025-05-14

**Authors:** Gülce Perçin, Konstantin Riege, Julia Fröbel, Jonas Metz, Stephan Culemann, Mathias Lesche, Susanne Reinhardt, Thomas Höfer, Steve Hoffmann, Claudia Waskow

**Keywords:** Haematopoietic stem cells, Haematopoiesis, Stem-cell niche, Bone marrow, Monocytes and macrophages

## Abstract

Embryonic macrophages emerge before the onset of definitive hematopoiesis, seed into discrete tissues and contribute to specialized resident macrophages throughout life. Presence of embryonic macrophages in the bone marrow and functional impact on hematopoietic stem cells (HSC) or the niche remains unclear. Here we show that bone marrow macrophages consist of two ontogenetically distinct cell populations from embryonic and adult origin. Newborn mice lacking embryonic macrophages have decreased HSC numbers in the bone marrow suggesting an important function for embryo-derived macrophages in orchestrating HSC trafficking around birth. The establishment of a normal cellular niche space in the bone marrow critically depends on embryonic macrophages that are important for the development of mesenchymal stromal cells, but not other non-hematopoietic niche cells, providing evidence for a specific role for embryo-derived macrophages in the establishment of the niche environment pivotal for the establishment of a normally sized HSC pool.

## Abstract (web summary)

Haematopoietic stem cells (HSC) are responsible for blood cell generation and reside in the bone marrow. Here, the authors show that macrophages in the bone marrow originate from embryonic or adult haematopoietic lineages and that embryo-derived macrophages are important for the establishment of the HSC pool.

## Introduction

Definitive hematopoietic stem cells (HSC) are the key reservoir for lifelong blood cell formation and their function dynamically adjusts to the demands at different ages and is regulated -at least in part- through interaction with a functional stem cell niche^1–3^. HSCs arise during embryonic development and migrate to the bone marrow space around birth^4,5^ and are sensitive to inflammatory stimuli during this time period^6,7^. However, the historically predominant concept of HSCs expanding during development within the fetal liver, followed by subsequent migration to the bone marrow has recently been challenged. Instead, HSCs show limited proliferation in the fetal liver^8^ but rather expand postnatally after transfer to the bone marrow niche space that only then becomes supportive to host definitive HSCs^9^. These insights emphasize the importance of characterizing regulatory mechanisms responsible for the establishment of a functional stem cell niche in the bone marrow, which may also lead to novel approaches for the expansion of functional HSCs in vitro.

In the adult mouse, many different non-hematopoietic, bone marrow-resident cell types have been implicated in the regulation of HSC function (summarized in ref. ^2,10^). However, regulatory mechanisms responsible for the setup of the stem cell niche and factors involved in recruiting HSCs during development remain incompletely understood. Mesenchymal stromal cells (MSCs) and endothelial cells (EC) are important niche cells and form a microenvironment supporting definitive HSC pool establishment. Specifically, neural crest-derived mesenchymal cells progressively constitute the bone marrow stem cell niche around birth and are important for the recruitment of HSCs via the production of CXCL12^11^. These niche cells may be overlapping with *Prx*-positive cells expressing the transcription factor Foxc1 that regulates the production of CXCL12^12^. CXCL12 produced by *Lepr*-expressing niche cells^13^, as well as SCF produced by endothelial cells, proved also important for the proper establishment of a definitive HSC pool in neonate mice^14^. In this context, information on the cellular nature of physiological regulators orchestrating the establishment of a functional stem cell niche, niche cell composition, and their cellular interplay in the bone marrow is missing.

Tissue-resident macrophages (TR-Mp) emerge in the yolk sac during development earlier than HSCs^15^, seed many different tissues and are largely maintained throughout lifelong self-renewal in situ (reviewed in refs. ^16–18^). TR-Mps include microglia in the brain, Kupffer cells in the liver, alveolar macrophages in the lung, Langerhans cells in the skin, red pulp macrophages in the spleen, fat-associated macrophages, Lamina Propria macrophages in the gut, and large peritoneal macrophages. In the bone marrow, only highly specialized macrophages, the osteoclasts, are so far considered to be of embryonic origin^17–19^. Functionally, TR-Mps integrate cues on tissue dysfunction and infection and provide factors important for tissue growth, homeostasis, and repair to tightly associated tissue-specific cells. Besides a direct role in the sensing of danger signals, embryonic TR-Mps also regulate the establishment and homeostasis of key immune modulatory cells, the dendritic cells in the spleen^20^, and are important for iron homeostasis^21,22^, providing evidence for the role of an embryo-derived cell type in establishing and maintaining the tissue-specific structural integrity of this organ. Also, microglia in the brain control structural integrity between fetal cortical boundaries^23^, and peritoneal macrophages control immunoglobulin production by peritoneal B1 cells^24^, suggesting a tissue-overarching function of embryonic macrophages. However, a unifying understanding of how embryonic tissue-resident macrophages in the bone marrow relate to other niche cells and regulate hematopoiesis remains elusive.

Here we use tissue-specific lineage tracing and deletion of key signals pivotal for the development of embryonic macrophages to dissect their role in the bone marrow in vivo. Thereby we define important functions for bone marrow-resident embryonic macrophages in the set-up of a functional stem cell niche and the establishment of a normal definitive HSC pool in situ.

## Results

### Loss of HSCs in young mice devoid of embryonic myeloid cells

To test for a role of embryonic versus adult myeloid cells in HSC generation, *Csf1r*^*−/−*^, *Rank*^*cre/+*^*;Csf1r*^*fl/−*^, and *Vav*^*cre/+*^*;Csf1r*^*fl/−*^ mice were generated. Embryonic, but not adult HSC-derived macrophages require Csf1 receptor signaling for their generation^20^. Rank-cre specifically induces recombination of LoxP-flanked alleles in embryonic macrophages but not in other embryonic or adult-derived immune cells^19,20^ and, as a consequence, *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice lack embryonic macrophages including osteoclasts and are osteopetrotic^19^. Hematopoietic progenitors (HPC, Kit^+^ Sca-1^+^ Lin^−^, KSL), stem cells (HSC, KSL CD48^-^ CD150^+^, KSL Slam) and common lymphoid progenitors (CLP), but not myeloid hematopoietic progenitor populations (CMP, GMP, MEP) are reduced in *Csf1r*^*−/−*^ and *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ but not in *Vav*^*cre*^*;Csf1r*^*fl/−*^ mice; the latter express CRE recombinase in all definitive HSCs and their cellular progeny (Fig. 1a, b, Supplementary Fig. 1a). There is no difference in HSC phenotype between *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ and *Rank*^*cre/+*^*;Csf1r*^*fl/fl*^ mice. Due to reduced bone marrow cavity space (bone marrow volume)^19^, total leukocyte numbers are decreased in *Csf1r*^*−/−*^ and *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice but the reduction of HSPCs outnumbers this overall reduced cellularity (Fig. 1b, right). HSC numbers in the liver and spleen were found normal compared to controls, and bone marrow HSCs recover to normal levels in 70 days-old *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice (Supplementary Fig. 1b). Molecularly, HSCs from 3-week-old *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice show 515 genes positively and 46 genes negatively, significantly deregulated compared to controls (Supplementary Fig. 1c, Supplementary Data 1). Functional annotation clustering analysis included enrichments in bone mineralization, cell-cell adhesion, and collagen metabolic process suggesting differing HSC niche communication in *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice compared to controls (Fig. 1c, Supplementary Data 2).

**Fig. 1:**
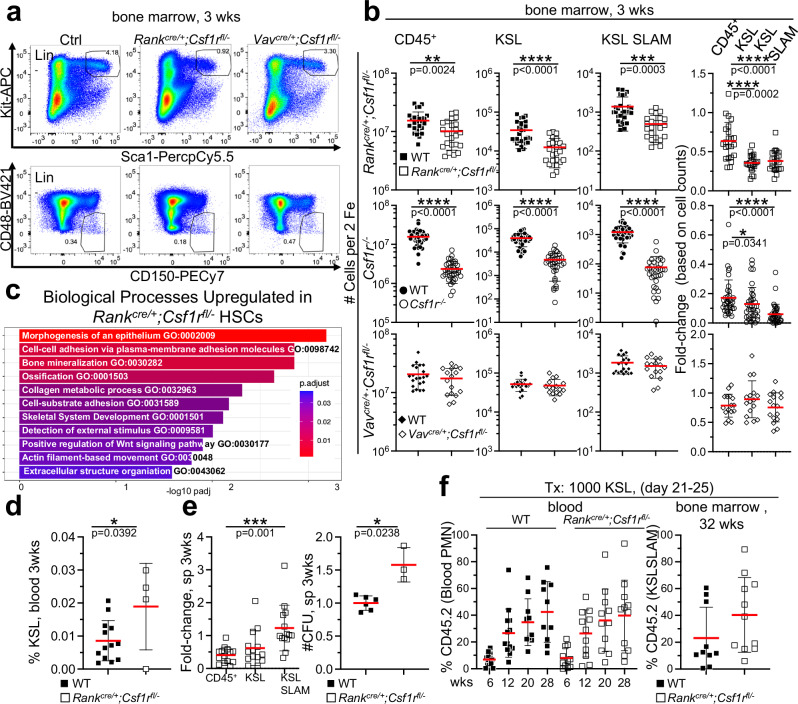
Lack of embryonic myeloid cells results in decreased numbers of functional HSCs. **a** Dot plots depict bone marrow cells of indicated mice at 3 weeks (18–32-day-old) of age resolved for the expression of indicated antigens. dapi-negative singlets were gated on lineage negative cells (Lin = CD3 CD19 NK1.1 Ter119 CD11b Gr1 B220) followed by Kit^+^ Sca1^+^ (KSL) gating. KSL cells were further subdivided into CD48^-^ CD150^+^ KSL SLAM cells. **b** Quantification of leukocytes (CD45), HSPCs (KSL), and HSCs (KSL Slam) as gated in a from mice of indicated genotypes in the bone marrow of 3-week-old mice (left). A two-sided unpaired Student’s t-test was used. (*n* = 51, 11 biological replicates for *Rank*^*cre/+*^*;Csf1r*^*fl/−*^, *n* = 72, 16 biological replicates for *Csf1r*^*−/−*^, *n* = 37, 6 biological replicates for *Vav*^*cre/+*^*;Csf1r*^*fl/−*^). Fold-change comparisons between indicated populations in *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice compared to controls (right). Fold-changes were calculated by dividing the indicated cell types from *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice to the experimental average of the wildtype numbers For fold-change comparisons (right), a Mann–Whitney U test was performed to assess statistical significance between individual groups with an expected normal distribution. **c** Plot shows biological processes that are enriched in genes up-regulated in HSCs (KSL Slam) from *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice compared to wildtype controls (19–21-day-old). Over-representation analysis with a p-adjusted cutoff of 0.05 and subsequent semantic clustering was performed for 515 up-regulated genes using the gene ontology for biological processes from MSigDB. Colors indicate the p-adjusted value. A one-sided hypergeometric test was performed, with significance adjusted for multiple testing using the Benjamini-Hochberg method. **d** Plot depicts frequencies of KSL in the blood of 3-week-old (18–23-day-old-mice) *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice and controls. A two-sided unpaired Student’s t-test was conducted for statistical analysis. (*n* = 17, 3 biological replicates) **e** Fold-change of leukocytes (CD45), HSPCs (KSL), and HSCs (KSL Slam) from the spleen of 3-week-old *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice compared to wildtype mice is shown (left). A Mann–Whitney U test was performed for statistical analysis. (*n* = 14, 6 biological replicates) Colony formation from splenocyte suspension from indicated genotypes are depicted (right). A Mann–Whitney U test was performed. (*n* = 12, 2 biological replicates) **f** Plot shows donor cell contribution by HSPCs (KSL) from *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice and control donors (21–25-day-old) to blood neutrophils (PMN) at indicated time points after transplantation into non-conditioned recipient mice (*Rag2*^*−/−*^*;Il2rg*^*−/−*^*;Kit*^*W41/W4*1^, RgW41, modified from^34^, left). A two-sided unpaired Student’s t-test was conducted for statistical analysis. (*n* = 24, 2 biological replicates). Donor cell contribution to HSCs (right). Each dot represents the value for one mouse in b, d-f. Source data are provided as a Source Data file.

The frequency of phenotypic HSPCs in the blood and spleen is increased (Fig. 1d, e), which is accompanied by elevated hematopoietic colony formation potential in the spleen of *Rank*^*cre/+*^*;Csf1r*^*fl/−*^mice (Fig. 1e). However, non-competitive transplantation revealed normal repopulation activity (kinetics and extent) of *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ bone marrow stem and progenitor cells (HSPCs). HSCs (KSL Slam) and HSPCs (KSL) are equally reduced in the bone marrow of *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice (Fig. 1b) so that HSPCs from *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ and control mice contain the same number of HSCs, and hematopoietic function is comparable. This suggests that cellularity but not per cell potential is decreased in *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice (Fig. 1f). Cell cycle analysis revealed increased cycling activity of HSCs in the bone marrow of *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice but not in the spleen in situ, suggesting a compensatory mechanism to adjust to normal numbers of HSCs in *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice (Supplementary Fig. 1d). We conclude that HSC numbers are reduced in the bone marrow of *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice but exhibit normal functionality.

### Unperturbed generation of definitive HSCs

Reduced HSC numbers may be a consequence of their impaired generation. However, normal frequencies and numbers of pre-HSCs^25–29^ are present in the aorta-gonad-mesonephros (AGM) region of *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ embryos at E10.5 during gestation (Fig. 2a). Further, wildtype-like numbers of HSCs are present in the liver and spleen at E17.5 (KSL CD48^-^ CD150^+^ [Slam]^9^, (Fig. 2b, Supplementary Fig. 2a). In contrast, HSC numbers are reduced in the bone marrow of *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice (Fig. 2b), suggesting that the generation of HSCs is not altered in the absence of embryonic myeloid cells in situ, but, instead the setup of the stem cell pool in the bone marrow is impaired. Strikingly, hematopoietic progenitor cell migratory capacities seem normal since KSL frequencies and numbers in the bone marrow of *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice are comparable to wildtype controls (Supplementary Fig. 2b).

**Fig. 2:**
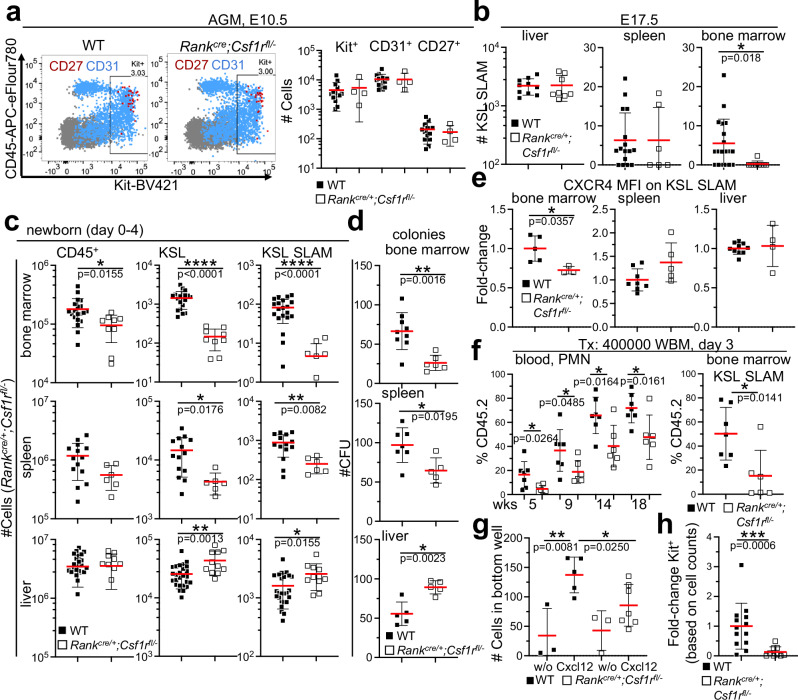
Normal emergence of definitive HSCs but defective translocation to the bone marrow. **a** Dot plots resolve cells of the aorta-gonad mesonephros (AGM) region of E10.5 embryos of indicated genotypes for the expression of CD45 and Kit. Cells expressing CD31 (blue) or CD27 (red) are superimposed into the dot plots (left). Quantification of Kit^+^, CD31^+^, and CD27^+^ cells per AGM (right). A two-sided unpaired Student’s t-test was conducted for statistical analysis. (*n* = 18, 2 biological replicates). **b** Plots show numbers of HSCs (KSL Slam) in the liver, spleen, and bone marrow (2 femura) of E17.5 embryos of indicated genotypes. A two-sided unpaired Student’s t-test was conducted for statistical analysis. (*n* = 18, 3 biological replicates for fetal liver, *n* = 21, 3 biological replicates for fetal spleen, n = 27, 4 biological replicates for fetal bone marrow). **c** Plots show the number of leukocytes (CD45), HSPCs (KSL), and HSCs (KSL Slam) in the bone marrow, spleen, and liver of newborn mice of indicated genotypes. A two-sided unpaired Student’s t-test was used. (*n* = 29, 4 biological replicates for bone marrow, *n* = 21, 4 biological replicates for spleen, *n* = 37, 6 biological replicates for liver). **d** Graphs show in vitro colony formation from bone marrow, spleen, and liver cell suspensions of newborn mice (0–4-day-old) of indicated genotypes. A two-sided unpaired Student’s t-test was used. (*n* = 15, 3 biological replicates for bone marrow, *n* = 12, 3 biological replicates for spleen, *n* = 14, 3 biological replicates for liver). **e** Graphs show the fold-change of CXCR4 mean fluorescence intensity (MFI) on HSCs in the bone marrow, spleen and liver of newborn (0–4-day-old) mice of indicated genotypes. Fold-change was calculated by dividing the individual CXCR4 MFI value of *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ HSCs to the experimental average of wild-type CXCR4 MFI values per organ. A Mann–Whitney U test was performed. (*n* = 8, 2 biological replicates for bone marrow, *n* = 13, 3 biological replicates for spleen, n = 14, 3 biological replicates for liver) **f** Graph shows donor cell contribution to blood neutrophils (PMN) at indicated time points after transplantation of unfractionated bone marrow cells from 2-days-old donor mice of indicated genotypes (left). Graph shows the contribution of donor-derived cells to HSCs (KSL Slam) in the bone marrow at the time point of analysis (right). A two-sided unpaired Student’s t-test was used. (*n* = 13, 2 biological replicates) **g** Plot depicts the number of CXCL12-mediated migration of liver-derived HSPCs (KSL) from 1–4-day-old mice, indicated genotypes after 2.5 h. A two-sided unpaired Student’s t-test was used. (*n* = 9, 3 biological replicates) **h** Fold-change of 1-day-old donor-derived Kit^+^ cells that have migrated to the bone marrow 16 h after transfer of whole bone marrow cells from newborn (0–1-day-old) mice of indicated genotypes into the liver of newborn wild-type recipient mice. A Mann–Whitney U test was performed. (*n* = 22, 2 biological replicates) Each dot represents the value for one mouse throughout the figure. Source data are provided as a Source Data file.

### Defective establishment of a definitive HSC pool in the absence of embryonic myeloid cells

To further test migration properties of HSCs, their numbers in bone marrow, liver and spleen were analyzed in newborn mice (Fig. 2c). HSPC numbers are reduced in the bone marrow and spleen but increased in the liver of newborn mice. Alterations in numbers are consistent with changes in the frequency of growth factor responsive cells in all three organs (Fig. 2d), suggesting that HSPC migration is altered through embryonic myeloid cells that are missing in *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice.

CXCR4 is important for the migration and retention of HSCs in the bone marrow^30–32^ and, consistent with reduced HSC cellularity, the abundance of CXCR4 expression on HSCs is decreased in the bone marrow of newborn mice of *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice compared to controls (Fig. 2e). To test for corresponding overall reduced reconstitution activity as proxy for decreased stem cell numbers, whole bone marrow cells from newborn *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ or control mice were transplanted into non-myeloablated congenic recipient mice (Fig. 2f). Repopulation of blood neutrophils was blunted in terms of the kinetic and overall extent of donor-cell contribution and a reduced contribution of *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ cells to the HSC pool was measured 18 weeks after transplantation, confirming a reduced frequency of functional HSCs in the bone marrow of newborn *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice. HSPCs from *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice further displayed reduced migratory capacities towards CXCL12 (SDF-1) in vitro (Fig. 2g), and whole bone marrow cells from newborn *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice harbored a significantly decreased ability to home into the bone marrow of newborn wildtype recipient mice 16 h after intrahepatic transfer (Fig. 2h). We conclude that HSC retention in the bone marrow is impaired in the absence of embryonic myeloid cells.

### A population of functional embryonic macrophages resides in the bone marrow

A lineage-tracing approach was chosen and *Rank*^*cre/+*^*;R26.eYFP*^*fl/+*^ mice were used to identify embryonic macrophages possibly contributing to the phenotype. Mice carrying *Rank-cre* in combination with the *Rosa26.eYFP*^*fl/+*^ reporter alleles allow for lineage tracing of embryonic macrophages because there is no expression of the CRE-recombinase in adult hematopoietic stem or progenitor cells^19,20^. Reporter-positive cells contribute to CD11b^lo^ F4/80^hi^ macrophages but not to CD11b^+^ F4/80^lo^ monocytes or other myeloid cell types in the bone marrow (Fig. 3a, Supplementary Fig. 3a), identifying a population of hitherto unknown embryo-derived macrophages in the murine bone marrow.

**Fig. 3:**
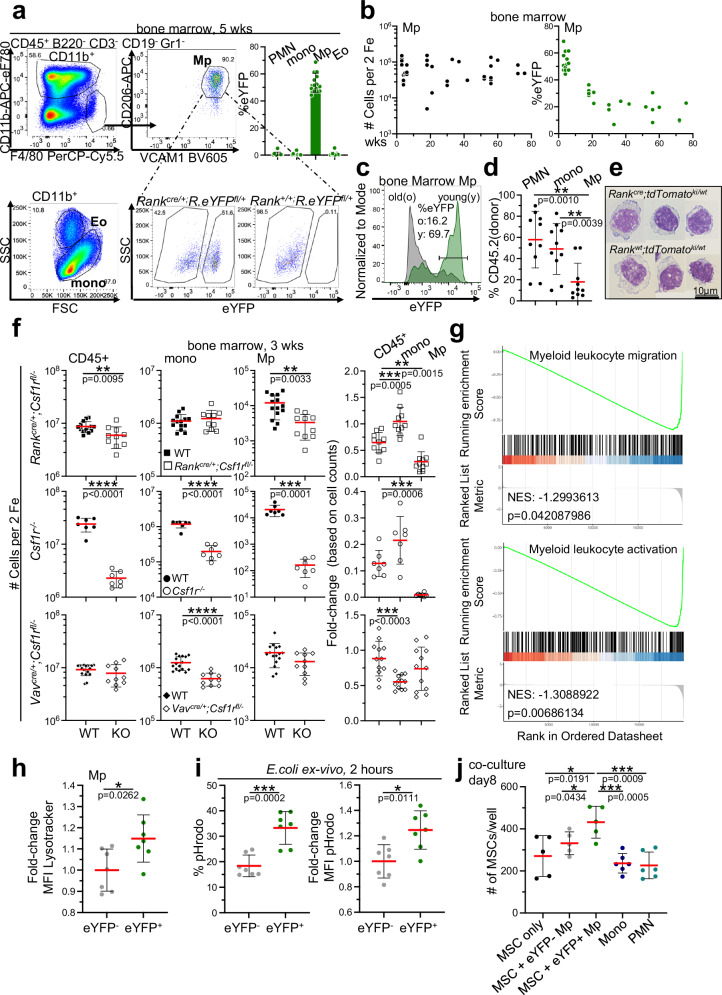
A population of embryonic macrophages in the bone marrow. **a** Dot plots show gating for myeloid cells in the bone marrow of *Rank*^*cre/+*^*;R26.eYFP*^*fl/+*^ mice. For macrophages, dapi-negative singlets were gated on CD45^+^ cells. B220, CD3, and CD19 postitive cells were further subdivided by Ly6C and Gr1. Gr1^low^ cells were further gated on CD11b vs F4/80. Monocytes and Eosinophils were identified as CD11b^+^ cells separated by scatter characteristics as shown. Macrophages were gated on F4/80^+^ cells and further subdived by CD206^+^ and VCAM1^+^. Double-positive population were identified as macrophages and analyzed for eYFP expression. Bar graph shows the quantification of eYFP frequencies within indicated myeloid cells in the bone marrow. Mp macrophages, Eo eosinophils, mono monocytes, PMN polymorph nuclear neutrophils. **b** Quantification of F4/80^hi^ CD206^+^ VCAM1^+^ cells per 2 femura (left). Contribution of eYFP^+^ cells to F4/80^hi^ CD206^+^ VCAM1^+^ cells (right). **c** Histograms show the frequency of eYFP expression in 3-week-old (young, green) and 83-week-old (old, grey) macrophages of *Rank*^*cre/+*^*;R26.eYFP*^*fl/+*^ bone marrow. Mp=macrophages. **d** Repopulation of indicated myeloid cell populations with donor-derived cells in the bone marrow of mice that have received congenic bone marrow cells 32 weeks before. A two-sided unpaired Student’s t-test was used. (*n* = 10, 3 biological replicates). **e** Giemsa staining of tdTomato^+^ and tdTomato^-^ bone marrow macrophages cytospins, from 6–9-week-old mice, isolated as depicted in **a**. (*n* = 3, 2 biological replicates). **f** Plots show the number of leukocytes (CD45), monocytes (mono), and macrophages (Mp) in the bone marrow of 3-week-old mice of indicated genotypes (left). A two-sided unpaired Student’s t-test was used. (*n* = 24, 5 biological replicates for *Rank*^*cre/+*^*;Csf1r*^*fl/−*^, *n* = 14, 4 biological replicates for *Csf1r*^*−/−*^, *n* = 30, 5 biological replicates for *Vav*^*cre/+*^*;Csf1r*^*fl/−*^). Fold-change comparisons between indicated bone marrow cell populations of wild type and *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ or *Csf1r*^*−/−*^ or *Vav*^*cre/+*^*;Csf1r*^*fl/−*^ mice (right). A Mann–Whitney U test was performed for statistical analysis. (*n* = 14, 6 biological replicates) **g** Gene set enrichment analysis (GSEA) of genes differentially expressed by eYFP^+^ embryonic and eYFP^-^ adult bone marrow macrophages using gene sets from MSigDB v2023.2Mm database. Normalized enrichment score (NES) and by Benjamini-Hochberg method adjusted p-values are shown for GO terms myeloid leukocyte migration and myeloid leukocyte activation. **h** Fold-change of mean fluorescence intensity (MFI) of Lysotracker-positive cells within embryonic (eYFP^+^) and adult-derived (eYFP^-^) bone marrow macrophages from 4–7-week-old mice. Fold-change was calculated by dividing individual MFI values of eYFP^+^ macrophages to the experimental average of the eYFP^-^ MFI values in each experiment. A Mann–Whitney U test was performed for statistical analysis. (*n* = 7, 3 biological replicates) **i** Frequency of pHrodo positive cells within embryonic (eYFP^+^) and adult-derived (eYFP^-^) bone marrow macrophages after a 2 h ex vivo incubation with *E.coli*. bioparticles (left). A two-sided unpaired Student’s t-test was used. (n = 7, 3 biological replicates). Fold-change of pHrodo mean fluorescence intensity (MFI) values of eYFP^+^ and eYFP^-^ macrophages (right) Fold-change was calculated by dividing individual MFI values of eYFP^+^ macrophages to the experimental average of the eYFP^-^ MFI values in each experiment. A Mann–Whitney U test was performed for statistical analysis. (*n* = 7, 3 biological replicates). 4–7-week-old mice were used. **j** Quantification of MSC cell numbers after culturing with or without bone marrow myeloid cells for 8 days. A two-sided unpaired Student’s t-test was used. (*n* = 5, 3 biological replicates). Source data are provided as a Source Data file.

Lineage-tracing over lifetime reveals that embryonic macrophages constitute a large proportion of bone marrow F4/80^hi^ macrophages at birth but decline during aging (Fig. 3b, c). Cellular longevity is a hallmark of embryo-derived macrophages that reside in many tissues^19,33^. To address the turn-over of bone marrow embryonic macrophages, HSPCs from wild-type mice were transplanted into non-myeloablated recipient mice that were chosen to avoid cellular damage through the conditioning regimen (Fig. 3d)^34^. This allows to detect the contribution of donor-derived cells under steady-state conditions. A slow turnover of bone marrow embryonic macrophages was confirmed because neutrophils and monocytes, were repopulated by donor-derived cells to a higher extent compared to F4/80^+^ macrophages at the time point of analysis (Fig. 3d). Donor cells contribute to HSC-derived neutrophils and monocytes to equal levels 32 weeks after transplantation, whereas the contribution of donor cells to F4/80^hi^ macrophages that include a large proportion of embryo-derived cells is significantly reduced, evidencing their slow turn-over.

Morphologically, embryonic and adult-derived F4/80^hi^ macrophages are identical (Fig. 3e). Consistent with growth factor receptor-dependency of mixed F4/80^hi^ macrophage populations in other tissues^20^ and embryo-derived osteoclasts in the bone marrow^19^, the total pool of F4/80 positive cells is significantly reduced in *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice at 3 weeks of age, suggesting that embryonic but not adult-derived F4/80^hi^ macrophages or monocytes in the bone marrow depend on CSF1R signaling for their generation (Fig. 3f). Bone marrow macrophage numbers normalize in adult mice, most likely based on reconstitution of this cellular compartment by definitive HSC-derived cells (Supplementary Fig. 3b).

To determine potential differences in their cellular identity, transcriptomes of embryonic and adult-derived F4/80^hi^ macrophages and monocytes were generated. Principal component analysis (PCA) revealed a high degree of similarity between embryonic and adult macrophages (eYFP^+^ vs eYFP^-^) along the first principal components, while Ly6C^lo^ and Ly6C^hi^ monocytes clustered substantially further apart (Supplementary Fig. 3c). Upon focusing on macrophages, however, the PCA recovers differences between eYFP^+^ and eYFP^-^ cells, thus this analysis suggests transcriptional differences. Gene expression analysis revealed 432 significantly differentially regulated genes between eYFP^+^ and eYFP^-^ macrophages with the majority of genes being down-regulated in embryonic macrophages (eYFP^+^) (Supplementary Fig. 3d). Gene set enrichment analysis (GSEA) revealed significant enrichment of these differentially expressed genes in gene ontologies like myeloid leukocyte migration (GO:0097529) and myeloid leukocyte activation (GO:0002274) (Fig. 3g, Supplementary Fig. 3e). Genes involved in myeloid leukocyte migration, including *Sell*^35^ and *Ccr2*^36^, are down-regulated in embryonic macrophages, providing a possible explanation for their settledness. Furthermore, down-regulation of *Lbp*, an enhancer of TLR4 responses upon LPS trigger^37^, and *Cst7* that positively regulates phagocytosis^38^, suggests that the origin of F4/80+ macrophages has an impact on their effector function. Consistently, over-representation analysis revealed an enrichment in gene sets associated with cell migration and activation in eYFP^+^ embryonic macrophages (downregulated genes, Supplementary Fig. 3f, Supplementary Data 3). Results from up-regulated genes in eYFP^+^ macrophages, in contrast, are associated with endocytosis, actin filament organization and inflammatory response, suggesting a role for embryonic macrophages in HSC niche generation and regulation.

Together, despite the identical cell surface phenotype of eYFP^+^ embryonic and eYFP^-^ adult bone marrow macrophages, the transcriptional differences suggest a significant influence of ontogeny on macrophage functions, including the development of bone marrow tissue.

### The developmental origin of macrophages impacts their functionality

Functional differences were indicated by the distinct transcriptional profiles of bone marrow macrophages of embryonic and adult origin. To test for such functional differences, lysosome organelle content and phagocytosis activity of embryonic (eYFP^+^) and adult-derived (eYFP^-^) F4/80^hi^ macrophages was analyzed using *Rank*^*cre/+*^*;R26.eYFP*^*fl/+*^ mice. Embryonic F4/80^hi^ macrophages display a higher content of acidic organelles compared to adult-derived macrophages, suggesting an increased digestive activity (Fig. 3h). Consistently, phagocytic activity is increased, both in terms of the frequency of cells that take up bioparticles, but also in terms of the quantity of bioparticles taken up per macrophage (Fig. 3i). Together, this suggests that the functionality of bone marrow-resident macrophages depends on their developmental origin. To test for a supportive role in niche cell differentiation, MSCs were co-cultured with embryonic- and adult-derived macrophages, monocytes, or neutrophils, and only macrophages of embryonic origin proved supportive for the maintenance of MSCs (Fig. 3j), suggesting an indirect effect of macrophages on HSC numbers via the niche.

### Embryonic myeloid cells orchestrate the development of a normal stem cell niche in the bone marrow

An organized bone marrow niche is key for its seeding with definitive HSCs and we have assessed the non-hematopoietic niche cell populations^39^ in *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ newborns and control mice. Mesenchymal stromal cells are significantly decreased in the bone marrow of *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ newborn mice but recover to wild type levels by 3 weeks of age (Fig. 4a, b, Supplementary Fig. 4a), suggesting a rapidly adjusting microenvironment during neonate HSC pool establishment. Histological analysis underscores the severe decrease of CD51 positive mesenchymal cells (Fig. 4c). Endothelial cells and osteoprogenitors show no decrease in frequencies compared to controls (Fig. 4a–c). Consistently, endothelial cell growth and tube formation is unperturbed in neonate *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice (Fig. 4d), evidencing normal development and function of endothelial cell populations. In contrast, osteogenic potential of bone marrow cells from *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice is severely blunted (Fig. 4e), pinpointing at a potential role for embryonic macrophages in establishing osteogenic propensity in MSCs. Consistently, co-culture of MSCs from newborn mice with embryonic but not with adult macrophages enhances osteogenic potential compared to MSC cultures alone (Supplementary Fig. 4b). However, the defective differentiation potential of mesenchymal progenitors is restricted to the osteogenic fate since adipogenic differentiation is unperturbed (Fig. 4f). We conclude that MSC numbers and their differentiation potential depend on embryonic myeloid cells.

**Fig. 4:**
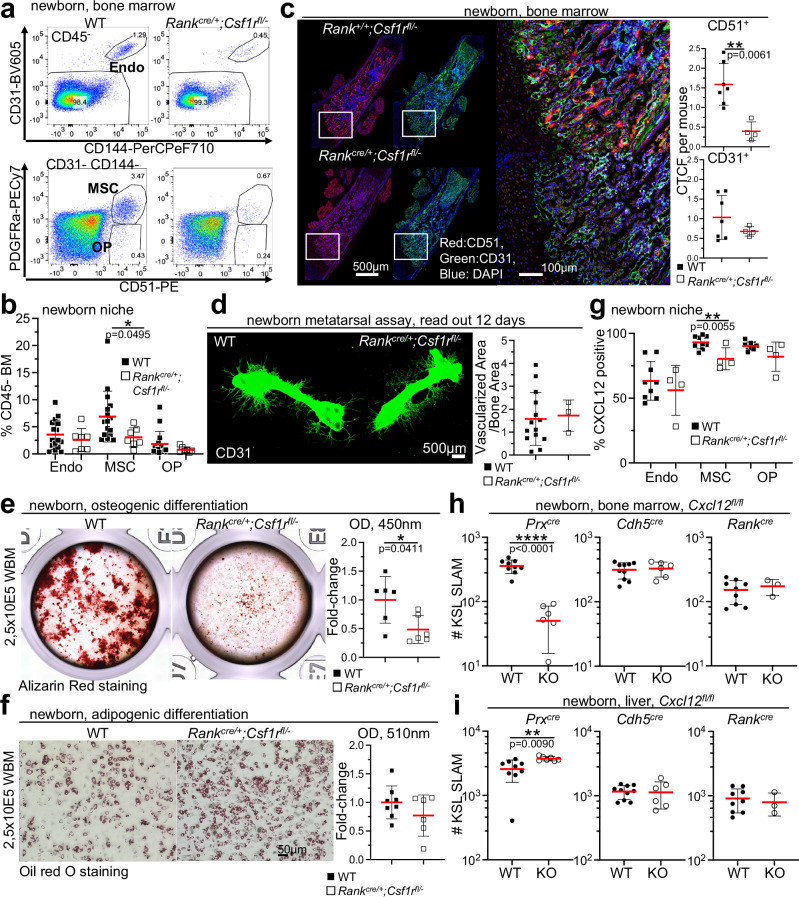
Establishment of the stem cell niche in the absence of embryonic myeloid cells. **a** Dot plots display non-hematopoietic niche cells in the bone marrow of newborn (2 days) *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ and control mice. From dapi-negative singlets leukocytes (CD45^-^) and red blood cells (Ter119^-^) were excluded and endothelial cells (endo) identified by cell surface expression of CD31 and CD144. CD31 negative cells were further subdiveded by CD51 and PDGFRa to identify mesenchymal stromal cells, MSC and osteoprogenitors, OP. **b** Frequencies of niche cells within CD45- bone marrow cells identified as shown in a. A two-sided unpaired Student’s t-test was used. (*n* = 23, 5 biological replicates). **c** Representative photographs of histological sections of newborn (1-day-old) *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ and control mice stained with antibodies specific for MSCs (CD51, red), endothelial cells (CD31, green), and DNA (DAPI, blue)(left). Quantification of corrected total cell fluorescence (CTCF) of CD51 (right, top) and CD31 (right, bottom) positive cells. Each dot represents the value for one mouse. A Mann–Whitney U test was performed for statistical analysis. (*n* = 11 [7 wt, 4 mutant], 3 regions of interest were imaged in each bone, 3 independent experiments). **d** Photographs show CD31-stained cultivated metatarsals from newborn (3-day-old) *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ or control mice (left, 12 days). Plot shows the ratio vascularized area / bone area (right). A two-sided unpaired Student’s t-test was used. (*n* = 17, 3 biological replicates). **e** Photographs show alizarin red stained osteogenic cultures of unfractionated bone marrow cells from newborn (4-day-old) *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ and control mice (left, 11 days). Graph shows the quantification of osteogenic spots (alizarin red absorbance at 450 nm). A Mann–Whitney U test was performed for statistical analysis. (*n* = 12, 2 biological replicates). WBM whole bone marrow. **f** Photographs show Oil red O stained adipogenic cultures of unfractionated bone marrow cells from newborn (3-day-old) *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ and control mice (left, 7 days). Graph shows the quantification of Oil red O absorbance (510 nm). A Mann–Whitney U test was performed for statistical analysis. (*n* = 14, 2 biological replicates). **g** Frequencies of CXCL12 positive niche cells (intracellular staining) in bone marrow of newborn (2–4-day-old) *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ and controls. A two-sided unpaired Student’s t-test was used. (*n* = 13, 3 biological replicates).**h** Plots show numbers of KSL Slam HSCs in the newborn (0–4-day-old) bone marrow of mice of indicated genotypes. A two-sided unpaired Student’s t-test was used. (*n* = 16, 3 biological replicates for *Prx*^*cre/+*^*;Cxcl12*^*fl/fl*^, n = 16, 3 biological replicates for *Cdh5*^*cre/+*^*;Cxcl12*^*fl/fl*^, *n* = 13, 2 biological replicates for *Vav*^*cre/+*^*;Csf1r*^*fl/−*^). **i** Plots show numbers of KSL Slam HSCs in the newborn (0–4-day-old) liver of mice of indicated genotypes. A two-sided unpaired Student’s t-test was used. (*n* = 16, 3 biological replicates for *Prx*^*cre/+*^*;Cxcl12*^*fl/fl*^, n = 16, 3 biological replicates for *Cdh5*^*cre/+*^*;Cxcl12*^*fl/fl*^, *n* = 13, 2 biological replicates for *Vav*^*cre/+*^*;Csf1r*^*fl/−*^). Each dot represents the value for one mouse in figure parts c–i. Source data are provided as a Source Data file.

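The MSC side of this comparison rests on RNA-seq of adult bone marrow. From each of 4 wild-type mice aged 14 weeks, 100 MSCs were sorted as CD45- Ter119- CD31- CD51+ PDGFRa+ Sca1- cells, and full-length cDNA was made with an oligo-dT primer and template switching, amplified by PCR and tagmented. The authors aligned the read pairs to GRCm39 with STAR, counted uniquely mapped pairs on the exons of each Ensembl gene with featureCounts, and deposited the raw counts of each mouse without normalization. The 4 libraries held 43545349, 26050230, 42747050 and 22738604 counts on genes for mice 1, 2, 3 and 4. Between 16109 and 18907 of the 56980 listed genes had at least 1 count in a library. The 10 highest genes of each library took between 28.1% and 37.8% of its counts. Counts were converted to TPM, a measure of expression corrected for gene length, by dividing each gene's count by the length of its merged exons and scaling each library to 1000000. The lengths were taken from the GENCODE M21 annotation of GRCm38, which is not the build of the counts. They were joined by Ensembl gene identifier and covered 52125 genes and between 96.1% and 98.2% of the counts of a library. The genes without a length were left out of the TPM. Most of their counts fell on Rn18s-rs5, a ribosomal RNA gene, which held between 1.74% and 3.76% of all counts. The spread between mice was larger than counting error. Among the 8584 genes with a mean TPM from 1 to 10, the median coefficient of variation between the 4 mice was 89.6%, where counting error alone gives a median of 7.89%. Among the 911 genes from 100 to 1000 TPM it was 23.5%. All 4 libraries belong to one group, and macrophage libraries were not analysed here.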

To determine specific molecular interactions potentially mediating differential effects of embryonic versus adult macrophages on MSC biology, we investigated receptor-ligand pair RNA-seq derived expression (^39^, https://github.com/hoefer-lab/CellInteractionScores) between MSCs and macrophages of different developmental origin. 

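A median TPM above 1 over the 4 adult mice was reached by 11948 genes, of which 9684 are protein-coding. All 9 ligands and all 12 receptors that Supplementary Data 4 lists on MSCs were among them. These lists are the paper's own, already filtered by it with a median TPM of 1 within MSC samples, so their passing the cutoff is no independent result. The ligands spanned a wide range, from Col1a2, with 11265 ± 1957 TPM (mean ± SD, n = 4 mice), to Icam1, with 5.32 ± 5.24 TPM. Among the matrix genes, Col2a1 had 282 ± 129 TPM, Thbs1 71.3 ± 21.2 TPM, Fn1 68.6 ± 18.1 TPM and Tgm2 24.1 ± 12.3 TPM (SD, n = 4 for each). Tgm2 shares 8.03% of its exonic bases with Rprd1b and 13.7% with Gm20412, both on the opposite strand. Gm20412 had 0 counts in every mouse. Near-identical stretches of 2 other genes cover 22.6% of the longest Tgm2 transcript. The longest, of 634 bases, is with Gm20412, so this share includes the overlap with Gm20412 and is not a separate limit. The counting parameters that the paper gives include no strand option. The receptors were lower, with a highest median of 175 TPM for Itgb1 and medians under 5 TPM for 5 of the 12, namely Acvrl1, Insr, Egfr, Notch2 and Dysf. None of these 5 was above 1 TPM in every mouse. Insr fell just short only in mouse 3, at 0.985 TPM, and Notch2 only in mouse 2, at 0.967 TPM. Acvrl1 had 664 counts in mouse 2 and 2 counts in mouse 4, and Icam1 had 586 and 0 counts in the same mice, where 3 counts correspond to 0.0681 TPM for Acvrl1 and 0.0666 TPM for Icam1 in mouse 4. Requiring more than 1 TPM in every mouse, or a median above 5 TPM, left 7 of the 12 receptors and 8 of the 9 ligands, the largest change of either number under any alternative. The paper joins the genes past the cutoff to the ligands and receptors that differ between embryonic and adult macrophages and tests the joined lists for gene sets of cellular components, from which it proposes its link to the matrix.

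**Figure D1:**
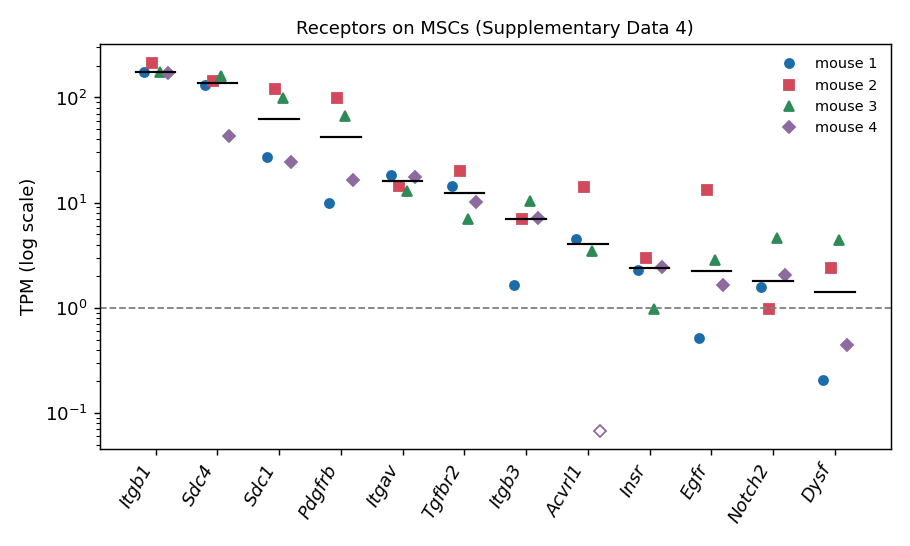
TPM on a log scale of the receptors listed on MSCs in Supplementary Data 4, one symbol per mouse, with the median of the 4 mice as a black line and the cutoff of 1 TPM as a dashed line. The open symbol, of Acvrl1 in mouse 4, marks a library with fewer than 3 counts and is drawn at the TPM that 3 counts give, and Itgb1 has the highest median.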

In silico predicted molecular interactions are associated with remodeling of extracellular matrix and cell signaling (Supplementary Fig. 4c, Supplementary Data 4), suggesting an influence of macrophages on HSC niche formation via extracellular matrix organization. Specifically, *Lrg1* is expressed by adult but not embryonic macrophages and it regulates the stiffness of extracellular matrix components^40^, and the expression of its receptor, *Tgfbr2* on MSCs is a key regulator for the normal development of long bones^41^. 

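Tgfbr2 (ENSMUSG00000032440) lies on the minus strand of chromosome 9 from 116084293 to 116175360 in GRCm38, and its longest annotated transcript has 8 exons. In the adult MSCs it had 2069, 1837, 980 and 865 counts in mice 1 to 4, which correspond to 14.4, 20.2, 6.93 and 10.2 TPM, or 12.9 ± 5.71 TPM (mean ± SD, n = 4). It was above 1 TPM in every mouse. Its median of 12.3 TPM was higher than that of 90.8% of the genes with a length, most of which had a median of 0. By median it ranked 4797, where 11948 genes had a median above 1 TPM. The mean stayed between 10.2 and 14.9 TPM under every alternative that kept the TPM unit. Scaled to 1000000 counts per library without a length correction, Tgfbr2 had 44.7 counts. A stretch of 2.13% of its longest transcript has near-identical copies in 28 other genes.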

Also *Mfge8* is specifically expressed by adult macrophages and supports tissue repair^42^. 

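In the 4 adult MSC libraries, Itgb3 (ENSMUSG00000020689; GRCm38 chromosome 11, from 104608000 to 104670476, plus strand) had 172, 457, 1051 and 432 counts in mice 1 to 4, a mean of 6.50 ± 3.58 TPM (SD, n = 4). Pdgfrb (ENSMUSG00000024620; GRCm38 chromosome 18, from 61045150 to 61085061, plus strand) had 949, 6071, 6357 and 924 counts, a mean of 48.2 ± 42.8 TPM (SD, n = 4). Both genes were above 1 TPM in every mouse, and neither shares exonic bases or near-identical stretches with another annotated gene. Pdgfrb was higher than Itgb3 in 4 of 4 mice, by 2.35 ± 1.07 (SD) in log2(TPM + 1), but the SD of Pdgfrb between mice was nearly as large as its mean, since mouse 2 had 99.6 TPM and mouse 1 had 9.85 TPM. In an exact two-sided sign-flip permutation test over the 4 mice, p was 0.13, the smallest value that 4 mice allow, and 0.375 after Benjamini-Hochberg adjustment over 3 comparisons of receptors. Tgfbr2 was higher than Itgb3 in 3 of 4 mice, by 0.98 ± 1.30 in log2(TPM + 1) (exact permutation p = 0.375, adjusted p = 0.375). Pdgfrb was higher than Tgfbr2 in 3 of 4 mice, by 1.37 ± 1.62 (exact permutation p = 0.25, adjusted p = 0.375). The difference between Pdgfrb and Itgb3 was larger than its SD between mice, and the differences of Tgfbr2 from Itgb3 and of Pdgfrb from Tgfbr2 were smaller than theirs. The difference of Tgfbr2 from Itgb3 became larger than its SD without mouse 3, at 1.47 ± 1.03, and without a length correction, at 1.53 ± 1.44, and that of Pdgfrb from Tgfbr2 without mouse 1, at 1.99 ± 1.26. Mouse 3 was the only mouse with Tgfbr2 below Itgb3, and mouse 1 the only mouse with Pdgfrb below Tgfbr2. Leaving out these mice had to raise the means, so it is no evidence for the differences. Leaving out mouse 1 reduced the difference between Tgfbr2 and Itgb3 most, to 0.46.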

Its molecular interaction partners, *Itgb3* and *Pdgfrb*, are also linked to Mfge8-mediated regulation of local innate immune responses^43^ and to the differentiation potential of MSCs^44^, respectively, suggesting that macrophages of distinct origin shape the stem cell niche for the specific needs at different time points in life.

Microenvironment-derived CXCL12 is critical during development to attract definitive HSCs to the bone marrow niche and it is expressed by nestin receptor positive^11^ or leptin receptor positive cells^13^. CXCL12 is expressed by osteoblast precursors and, to higher levels, by MSCs that significantly upregulate the expression by 3 weeks of age (Supplementary Fig. 4d). In the absence of embryonic myeloid cells, CXCL12 expression is decreased by neonate MSCs but not endothelial cells or osteoblast precursors (Fig. 4g). To test whether CXCL12 expressed by MSCs, but not by endothelial cells or embryonic myeloid cells, affects HSC numbers, *Prx*^*cre/+*^;*Cxcl12*^fl/fl^, *Cdh5*^*cre/+*^*;Cxcl12*^*fl/fl*^, and *Rank*^*cre/+*^*;Cxcl*^*fl/fl*^ mice were generated. *Prx*^*cre/+*^ was chosen because Lepr^*cre/+*^-mediated recombination of a floxed allele is lacking in neonate niche cells (Supplementary Fig. 4e). Definitive HSC numbers in newborn mice are independent of CXCL12-production by embryonic myeloid and endothelial cells (Fig. 4h, I and Supplementary Fig. 4f). However, the phenotype of *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice is completely recapitulated in *Prx*^*cre/+*^;*Cxcl12*^*fl/fl*^ mice, suggesting an important role for embryonic myeloid cells in the development of a functional stem cell niche based on MSC numbers and function in vivo.

## Discussion

We show here that embryonic myeloid cells are crucial for the establishment of a normal bone marrow niche amenable to attracting and hosting definitive HSCs during development. In the absence of embryonic myeloid cells in the bone marrow, mesenchymal stromal cells are severely reduced and show a blunted production of CXCL12, a chemokine critical for alluring definitive HSCs. As a consequence, the numbers of definitive HSCs are significantly reduced in neonate and 3-week old mice in the absence of embryonic myeloid cells; however, on a per-cell basis stem cells remain fully functional. We thus identify a cellular regulator orchestrating the composition of the bone marrow hematopoietic stem cell niche that is key to establish a normal-sized pool of stem cells important for lifelong blood cell supply.

In adult mice bone marrow macrophage-lineage cells regulate HSC retention, maintenance, and response to inflammatory challenges^45,46^. This regulation has been suggested to be mediated indirectly via defined niche cells including mesenchymal stromal cells, endothelial cells, and osteoblast progenitors. There is strong evidence that also during development pro-inflammatory signaling instigates HSC emergence in zebrafish^47,48^, and macrophages play a direct role in providing quality assurance for the emerging HSC pool^49^. In the mouse, elegant explant culture systems have revealed that phagocytic mononuclear cells are important for the generation of normal numbers of transplantable stem cells, further suggesting a niche-controlled mechanism in the emergence of HSCs^50^. However, in mice that lack embryonic but not adult bone marrow myeloid cells^19,20^, we find normal numbers of pre-HSCs at E10.5 in the aorta gonad mesonephros (AGM) region and HSCs at E17.5 in the liver, suggesting normal emergence of HSCs and trafficking from the AGM to the fetal liver. In contrast, at the same time-point, HSC numbers are reduced in the bone marrow, pointing towards a blunted relocation of HSCs into the bone marrow that relies on embryonic myeloid cell-mediated effects. These results further suggest a functional dichotomy between embryonic- and adult-derived myeloid cells in supporting HSC emergence versus relocation.

Tissue-resident macrophages (TR-Mp) are long-lived^33^, and originate to large parts from embryonic progenitors^19,20^. Cues from the microenvironment impact the transcriptional profile that determines cellular identity and function of tissue-resident macrophages^51,52^. Within the pool of bone marrow mononuclear phagocytes only osteoclasts have been assigned to embryonic origin based on lineage-tracing and functional experiments^19^. However, using lineage-tracing mouse tools we show here that also F4/80 positive tissue macrophages but not other myeloid cells in the bone marrow are of embryonic origin. Embryonic versus adult macrophages display differences in gene expression, suggesting distinct functional roles within this tissue. Consistently, embryonic macrophages harbor increased acidic organelles, and exhibit enhanced phagocytic activity compared to macrophages of adult origin, providing evidence that a distinct ontogenetic origin impacts the function of bone marrow macrophages.

Embryo-derived myeloid cells are identified as mediators for the establishment of a normal bone marrow microenvironment that supports the seeding of HSCs in newborn mice. Lack of embryonic myeloid cells in the bone marrow leads to decreased frequencies of MSCs, hinting at a compromised niche formation for HSC homing and retention. Other non-hematopoietic niche cells, such as endothelial cells and adipogenic precursors were unaltered in frequencies. Further, quantitative functional assays revealed no differences of endothelial cells and adipogenic progenitors in *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice compared to control mice. However, endothelial cell numbers were found reduced at 3 weeks of age but all niche cells recovered to wild-type levels at 3 months of age. We conclude that during the critical time window of HSC immigration into the bone marrow, the most prevalent impact of the lack of embryonic myeloid cells is on the formation of mesenchymal lineage niche space.

The homing and retention of HSCs in the bone marrow of adult mice relies on CXCL12-CXCR4 chemokine signaling^32^. Key producers of CXCL12 in adult mice are non-hematopoietic niche cells, including mesenchymal stromal cells (MSC)^53,54^, CXCL12-abundant reticular cells (CAR)^55,56^ and, at lower levels, endothelial cells^54^. Cell type specific depletion of *Cxcl12* results in reduced but fully functional HSC numbers in the bone marrow of adult mice^53^. CXCL12 is also a key factor for the attraction of HSC in neonate mice^57^, and is produced by nestin positive^11^ and leptin receptor positive^13^ cells in neonate animals. We show here that endothelial cells, osteoprogenitors and MSCs express *Cxcl12* in the newborn niche, an expression pattern that is changed already 18 days after birth, after which CXCL12 protein expression is largely confined to CD51 MSCs. The number of CD51 positive MSCs is severely reduced in newborn *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice in the absence of embryonic myeloid cells in vivo, and, furthermore, the amount of CXCL12 produced by remaining MSCs is decreased. In vitro, embryonic but not adult-macrophages or other myeloid cells support MSC growth pointing toward embryonic macrophages as key mediators of MSC generation also licensing MSCs for the production of large amounts of CXCL12. In contrast, in newborn mice, the numbers and function of other niche cells, including endothelial cells and adipogenic precursors is unaltered in vivo. Depletion of CXCL12 production from MSCs, but not from endothelial cells or embryonic myeloid cells results in reduced HSC numbers in the bone marrow and an accumulation of HSCs in the liver, mirroring the complete phenotype of mice devoid of embryonic myeloid cells. Taken together, our data points towards a dual role for embryonic myeloid cells in the establishment of a functional bone marrow niche space: First, the generation of MSCs, and second, their licensing to produce CXCL12.

The prevalent concept of HSC generation starts with their specification at intraembryonic sites, followed by extensive expansion in the fetal liver and migration to the bone marrow around birth, from where they replenish mature blood cells throughout life^4,5^. However, not the fetal liver^8^, but the bone marrow in neonate mice^9^ was suggested to support stem cell expansion, emphasizing the importance of how the bone marrow niche becomes amenable to hosting HSCs. In the absence of embryonic myeloid cells, we detect reduced numbers of HSCs in the bone marrow up to three weeks after birth despite an increased cycling activity at this time. Instead, elevated numbers of HSCs circulate through the blood and migrate to the spleen, suggesting lack of suitable niche space in the marrow. Decreased cell surface expression of CXCR4 on HSCs that migrate to the bone marrow suggests an outside-in communication between a defective niche space and incoming HSCs that as a consequence display transcriptional alterations at three weeks of age compared to controls enriched for terms associated with cell adhesion, pointing out altered migration potential. The hypothesis of a non-supportive niche impinging transcriptional alterations onto HSCs that make them less likely to stay in the bone marrow is further strengthened by reduced homing activity of transplanted hematopoietic stem and progenitor cells from *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice into wildtype recipients compared to controls.

Tissue-resident macrophages play important roles for homeostasis of tissues in which they reside^17,18^. We have previously contributed to this understanding through investigating the dependency of HSC-derived immune cells on specialized embryonic red-pulp macrophages in the spleen during development but also throughout life^20^. Further, we have shown that embryo-derived osteoclasts are pivotal for normal tissue architecture of the bone and that their rejuvenation depends on adult-derived monocytic cells with direct implications for the treatment of human osteopetrotic diseases^19^. We here identify a hitherto unknown embryonic macrophage population in the bone marrow that, together with embryonic osteoclasts constitute embryonic contributions to the bone microenvironment and are crucial for the formation of the stem cell niche in situ. While we formally cannot distinguish between the contribution of embryo-derived bone marrow resident osteoclasts and macrophages to the establishment of the niche, we use genetic tools and provide functional evidence ex vivo to show that embryonic myeloid cells orchestrate the non-hematopoietic niche space important for the normal founding of the hematopoietic stem cell pool. In a back-to-back manuscript^58^, the authors use a complementary approach by combining genetic tools with elegant in situ imaging and conclude that yolk-sac-derived myeloid cells regulate colonization of the fetal bone marrow by definitive hematopoietic stem cells. Together, these findings significantly expand our current knowledge on niche formation in situ and support the concept that embryonic myeloid cells specify hematopoietic niche space during development.

## Methods

### Mice

All animal experiments (Mus musculus) were performed in accordance with German animal welfare legislation and were approved by the relevant authorities: Landesdirektion Dresden and the Thüringer Landesamt für Verbraucherschutz (TLV). All mice were bred and kept under specific pathogen-free conditions in separated ventilated cages in the animal facility of the TU Dresden or Leibniz Institute on Aging, Jena providing a 12 h/12 h light/dark cycle (7am-7pm) at a temperature of 22 ± 2dC and 55 ± 10% humidity (40–75% tolerance limit). They were kindly provided by: *Csf1r*^-^^59^ Richard Stanley, *Csf1r*^*fl*^^60^ Jeffrey Pollard, *Vav*^*cre*^^61^ Thomas Graf, *Cxcl12*^*fl*^^62^, *Cxcl12*-*DsRed*^*ki*^^54^ Sean Morrison, *Cdh5*^*cre*^^63^ Luisa Iruela-Arispe, *Rosa26.tdRfp*^*fl*^^64^ Hans-Jörg Fehling. *Rank*^*cre*^ mice were generated by our lab^20^. C57BL/6 J (B6, #000664), *Rosa26.LSL-Yfp*^*fl*^ (#006148), *Rosa26.LSL-tdTomato*^*fl*^ (#007909), *Lepr*^*cre*^ (#032457) and *Prx*^*cre*^ (#005584) mice were purchased from the Jackson Laboratory. *Csf1r*^*-*^ mice were kept on C3H/HeJ, and all other mouse lines on the C57BL/6 J genetic background. Mice were sacrificed by decapitation (newborn mice) or cervical dislocation (adult mice). *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice were generated by first crossing *Rank*^*cre/+*^ males with *Csf1r*^*+/-*^ females. Male *Rank*^*cre/+*^*;Csf1r*^*+/-*^ offspring was then bred with *Csf1r*^*fl/fl*^ females to obtain *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ mice. *Vav*^*cre/+*^*;Csf1r*^*fl/−*^ mice were generated following the same breeding strategy. *Prx*^*cre/+*^;*Cxcl12*^fl/fl^, *Cdh5*^*cre/+*^*;Cxcl12*^*fl/fl*^, and *Rank*^*cre/+*^*;Cxcl12*^*fl/fl*^ mice were produced by crossing ^*cre/+*^ males (specific to each line) with *Cxcl12*^*fl/fl*^ females. Male^*cre/+*^*;Cxcl12*^*fl/+*^ offspings were crossed with *Cxcl12*^*fl/fl*^ females. Lineage tracers were generated by crossing ^*cre/+*^ males with *Rosa26.LSL-YFP*^*fl/fl*^, *Rosa26.tdRFP*^*fl/fl*^, or *Rosa26.LSL-tdTomato*^*fl/fl*^ females. Genotyping information is provided in Supplementary Data 6.

**Bulk RNA sequencing** used in Fig. 1c, Supplementary Fig. 1c: modified from^65^ 80–90 **HSCs** (KSL CD48^-^ CD150^+^, 3 week-old mice) were FACsorted into 2 ul 0.2% Triton-X 100 supplemented with 4 U murine RNase Inhibitor (NEB, M0314L) and frozen at ‑80 °C. After thawing the samples, RNA is denatured for 3 min at 72 °C in the presence of 2.4 mM dNTP (Invitrogen, R0192), 240 nM dT-primer* and 4 U RNase inhibitor (NEB). The reverse transcription and addition of the template switch oligo was performed at 42 °C for 90 min after filling up to 10 µl with RT buffer mix for a final concentration of 1× superscript II buffer (Invitrogen), 1 M betaine, 5 mM DTT, 6 mM MgCl_2_, 1 µM TSO-primer, 9 U RNase Inhibitor and 90 U Superscript II, before heat-inactivation at 70 °C for 15 min. With 10% of the material, a qPCR on full-length cDNA was performed with universal primers to determine the optimal number of cycles to avoid under- or overamplification of the samples. The single stranded cDNA was subsequently amplified using Kapa HiFi HotStart Readymix (Roche, 07958935001) at a 1× concentration together with 250 nM UP-primer under following cycling conditions: initial denaturation at 98 °C for 3 min, 17–22 cycles [98 °C 20 sec, 67 °C 15 sec, 72 °C 6 min] and final elongation at 72 °C for 5 min, followed by a cleanup with 1× volume of Sera-Mag SpeedBeads (GE Healthcare, 65152105050250) resuspended in a buffer consisting of 10 mM Tris, 20 mM EDTA, 18.5% (w/v) PEG 8000 and 2 M sodium chloride solution. For library preparation, 2 µl cDNA was tagmented at 55 °C for 15 min in a total volume of 4 µl containing 1× Tagment DNA Buffer and 0.8 µl Tagment DNA Enzyme (from the Illumina DNA Prep—Tagmentation Kit, Illumina, 20060059). The reaction was stopped with 0.02% SDS at 37 °C for 15 min. After removing the supernatant, the index PCR run under following conditions: (72 °C 3 min, 98 °C 30 sec, 12 cycles [98 °C 10 sec, 63 °C 20 sec, 72 °C 1 min], 72 °C 5 min) in 1× KAPA HiFi HotStart Ready Mix and 0.7 µM dual indexing primers. The libraries of one *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ and control sample was prepared like described above (method 1). The library preparation of one other *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ and 2 control samples was processed as follows (method 2): 3 ng cDNA was tagmented at 55 °C for 5 min in a total volume of 5 µl containing 1× TruePrep Tagment Buffer L, 0.5 ul TruePrep Tagment Enzyme V50 (from TruePrep DNA Library Prep Kit V2 for Illumina; Vazyme, TD501-02). Subsequently, Illumina indices are added during PCR (72 °C 3 min, 98 °C 30 sec, 12 cycles [98 °C 10 sec, 63 °C 20 sec, 72 °C 1 min], 72 °C 5 min) with 1× concentrated KAPA Hifi HotStart Ready Mix and 300 nM dual indexing primers.

After PCR, all libraries were purified with 0.9x volume of rebuffered Sera-Mag SpeedBeads (GE Healthcare), followed by a size selection with 0.6x (right side) and 0.9x (left side) volume of Sera-Mag SpeedBeads. The libraries were quantified with the Fragment Analyzer, and sequenced with a Novaseq 6000 system (Illumina) on a S4 flowcell in 100 bp paired-end XP mode, aiming an average sequencing depth of 45 million fragments per library.

Fig. 3g, Supplementary Fig. 3c–f: Bulk sequencing of **embryonic eYFP+ and adult eYFP- bone marrow macrophages**: 3618–4000 bone marrow myeloid cells (F4/80^hi^, Ly6C^hi^ monocytes, Ly6C^lo^ monocytes, PMNs) from 8-week-old mice were sorted into QIAzol Lysis Reagent (Qiagen, #79306). RNA isolation was performed with miRNeasy Micro Kit (Qiagen, #217084). After RNA isolation, the volume was evaporated to 2 µl (with a vacuum centrifuge for 12 min at room temperature). and processed similar to the HSCs samples with 14–18 cycles amplification of the full-length cDNA and identical library preparation protocol (method 1). The libraries were sequenced with a Novaseq 6000 system (Illumina), aiming at a minimum sequencing depth of 35 mio. fragments per library.

Supplementary Fig. 4c: 100 adult **MSCs** (CD45^-^ Ter119^-^ CD31^-^ CD51^+^ PDGFRa^+^ Sca1^-^, 14-week-old mice) were FACsorted into 2 ul 0.2% Triton-X 100 supplemented with 4 U murine RNase Inhibitor (NEB) and frozen at ‑80 °C. The samples were processed following method 1.

### Isolation of hematopoietic and niche cells

Embryos and newborn mice: timed pregnancies were performed and the day of vaginal plug was evaluated as 0.5 days post-conception. Aorta-Gonad-Mesonephros (AGM) and fetal livers from E10.5 embryos were digested 30 min at 37 °C in PBS/5% FCS containing collagenase type 4 (Worthington, 100 μg/ml final,#CAS:9001-12-1) and DNAse I (Sigma-Aldrich, #DN25-1G, 100 μg/ml final). The reaction was stopped by adding 12.5 mM EDTA. Fetal spleen and bone marrow, and newborn liver, spleen, and bone marrow were disintegrated between the frosted end of two glass slides without digestion. All samples were filtered through a 100μm filter mesh. Niche cell preparation for newborn, 3-week and 14-week-old mice: Femurs were prepared^39^. Briefly, femurs were flushed twice with PBS and digested for 30 min at 37 °C under agitation. Digestion was stopped with PBS/5% FCS, the suspensions were filtered through a 40 μm filter mesh and continued with staining or differentiation culture. Hematopoietic cell isolation from 3-week-old mice: Bones were crushed, and spleens gently disintegrated between the frosted end of two glass slides. Red blood cell lysis (ACK Lysing Buffer, Gibco #A10492-01) was performed for bone marrow (20 sec) and spleen (40 sec). Lysis was stopped by adding PBS/5% FCS. Blood samples: Blood samples were obtained by retro-orbital bleeding. Red blood cell lysis was performed twice for 5 min each. Lysis was stopped by adding PBS/5% FCS.

### Flow cytometry

Cells were stained and blocked with purified CD16/32 (Invitrogen, clone 93) and rat Immunoglobulin (Jackson Immuno Research, 012-000-002) for 40 min on ice^66^. Macrophage samples are blocked with purified CD16/32 and rat Immunoglobulin) for 30 min on ice before staining. All antibodies are listed in Supplementary Data 5. Gating strategies are shown in Supplementary Fig. 5. Counting beads (CountBright, ThermoFischer, #C36950) were added to each sample during staining. Live/dead discrimination is done by 0.4 µg/ml of DAPI (Biochemica, A1001,000) right before acquisition.

For sorting, macrophages were enriched using biotinylated anti-F4/80 antibodies and then further incubated with anti-biotin beads (Miltenyi Biotec #130-090-485). HSC and HSPC were sorted from the lineage (CD45, Ter119, CD3, CD4, CD8, Gr1, CD11b)-depleted bone marrow cells (MACS). Before acquisition cells were passed through a 40 μm filter mesh. Cell cycle: Bone marrow and spleen cells were stained for cell surface antigens, fixed using BD Cytofix/Cytoperm Fixation and Permeabilization solution (BD #51-2090KZ), frozen (−80 °C) and subsequently stained. Samples were acquired and sorted using BD LSRII, BD LSRFortessa, BD FACSAria III, BD FACSAria Fusion and analyzed with FlowJo Software (TreeStar).

### Transplantation

Figure 1f: 1000 bone marrow KSL cells (CD45.2) from *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ or littermate wildtype controls (21–25-day-old) were sorter purified and transplanted into adult RgW41 (CD45.1) recipients^34^. Bone marrow chimerism was evaluated 32 weeks after transplantation.

Figure 2f: 4 × 10^5^ whole bone marrow cells from newborn *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ or littermate controls (2-day-old) were transplanted intravenously into adult RgW41 recipients. Blood PMN chimerism was assessed at 5, 9, 14 and 18 weeks and bone marrow HSC (KSL CD48- CD150 + ) chimerism was evaluated 18 weeks after transplantation. Fig. 3d 1000 bone marrow KSL cells (CD45.2) from wildtype mice (21–25-day-old) were sorter purified and transplanted into adult RgW41 (CD45.1) recipients. Bone marrow chimerism was evaluated 32 weeks after transplantation.

### In vivo Homing assay

4x10E5 bone marrow cells from newborn *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ or littermate controls were transplanted into the liver of neonate wild-type mice. 16 h later, bone marrow samples were stained and analyzed.

### In vitro Migration assay

750–800 liver KSL cells from newborn *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ or littermate wildtype (WT) control mice were sorter purified and dispensed to the upper part of the 24-well transwell plate (VWR 8.0 µm, 24 well) containing DMEM (Gibco, 31966-021) with 10% FCS and 1% P/S. The bottom part of each transwell contained 100 ng/ml of murine CXCL12 (rm-SDF1 Peprotech, #250-20A-10UG) or not. After 2.5 h of incubation at 37 °C, cells from the bottom were collected and analyzed by flow cytometry.

#### Bioinformatics

Fig. 1c, Supplementary Fig. 1c: FastQC (http://www.bioinformatics.babraham.ac.uk/) was used to get basic quality reports of the sequencing data. The quality of fragments was assessed by examining the mean quality scores, gc content, adapter content and per sequence quality scores. Reads were aligned to the mouse reference (mm10) with support of the Ensembl 98 splice sites using the aligner gsnap (v2020-12-16)^67^. Fragments per gene and sample were obtained based on the overlap of the uniquely mapped fragments with the same Ensembl gene annotation using featureCounts (v2.0.1)^68^. DESeq2 R package (v1.30.1)^69^ and Independent Hypothesis Weighting (v1.18.0)^69^ were used for following exploratory analysis and differential gene expression analysis. Genes with a maximum of 10% false discovery rate (padj ≤ 0.1) and log2 fold change of < −2 and > 2 were considered as significantly differentially expressed.

Figure 3g, Supplementary Figs. 3c–e,  4c: Our in-house RNA-seq analysis pipeline rippchen v0.10.0^70^ was applied to calculate differentially expressed genes and to perform gene set enrichment tests. Therefore, the mouse reference genome GRCm39 (mm11) and its annotation were obtained from Ensembl v109 and raw sequencing data was converted into paired-end reads using bc2fastq v2.20.0.422. According to FastQC v0.11.9 reports inferred Nextera Transposase adapter contamination, Trimmomatic^71^ v0.39 was utilized to perform quality trimming (5nt sliding window, mean quality cutoff 20) and Cutadapt^72^ v2.10 to perform removal of 3’ adapter as well as poly mono-nucleotide content. Rcorrector^73^ v1.0.4 derived, sequencing-error-corrected data was subsequently filtered by SortMeRNA^74^ v2.1 for ribosomal RNA fragments. The preprocessed data was then aligned to the indexed reference genome using segemehl^75,76^ v0.3.4 with adjusted accuracy cutoff (95%) and enabled to map split reads (-S). Unambiguously aligned read pairs were quantified via featureCounts^68^ v2.0.1 on exon meta-features, with a minimum overlap of 10nt. Significantly differentially expressed genes across all conditions were estimated using DESeq2^69^ v1.34.0 and a Benjamini-Hochberg method adjusted p-value cutoff of 0.05. Over-representation tests (background genes selected by transcript per million (TPM) >= 1), gene set enrichment tests for protein-coding genes, ranked according to adaptive shrunken fold-changes, respectively, were conducted for gene sets obtained from MSigDB^77^ v2023.2.Mm or Ensembl v109, utilizing clusterProfiler^78^ v4.2.0 (10 <= set-size <= 500). Enriched gene sets were semantically clustered using rrvgo^79^ (Wang’s method, cutoff 0.7).

### Lysotracker

Bone marrow samples were incubated with 50 nM Lysotracker (Invitrogen #DND-22) for 40 min at 37 °C. Cells were washed with PBS/5% FCS and stained. To identify dead cells, a fixable viability stain was added (BD #564997).

### Phagocytosis

Bone marrow cells were incubated with 100 μg/ml pHrodo™ E.coli BioParticles (ThermoFischer, #P35361) in RPMI 1640 Medium supplemented with Glutamax (Thermo Fischer Scientific, #61870036) containing 10% FCS at 37 °C. Every 15 min, the cells were gently pipetted up and down to avoid adherence.

### Immunofluorescence

Femurs from newborn *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ or control mice incubated with 4% PFA overnight at 4 °C. Bones were washed, dehydrated, and embedded in paraffin. Bones were sectioned 5 μm longitudinally with a microtome (Thermo Fischer Scientific HM 340E Rotary Microtom). For stainings, bones were deparaffinized and antigen retrieval was applied for 5 min at 330 Watt (microwave) in a glass chamber with EDTA Buffer (40 mM Tris pH:8.0 / 1.2 mM EDTA pH:8.0/water). Bone sections were rinsed with PBS and incubated in blocking buffer (3% BSA with 0.3% Triton X-100 in PBS, 1 h RT) and subsequently stained overnight at 4 °C in the dark. Secondary steps were incubated for 1-2 hrs at RT in the dark. Slides were washed 3 times and DAPI was added for 4 min (2 μg/ml, BioChemica, #A1001,000). Slides were washed 3 times with PBS for 5 min each time and then were mounted (DAKO, #S3023). Pictures were taken by BZ-9000E (Keyence) and images were processed by Fiji Software. From 3 different vision fields per bone/mouse, IntDen, Area, and Mean Fluorescence values were obtained from the selected positively or negatively labeled cells, and Corrected total cell fluorescence (CTCF) was calculated. CTCF = IntDen-(Area of selected cell x (mean fluorescence of the negative cells). The mean CTCF value per bone was calculated and plotted in the graphs.

### Metatarsal Assay

The metatarsal assay was performed as described^80^. Briefly, metatarsal bones were gently removed and placed in a 24-well plate (Cell Star) pre-coated with 0.1% gelatin (Gelatin Solution, type B, 2%, Sigma-Aldrich #G1393-100 ml) in 250 μl water. Drop by drop, 250 μl of a-MEM (Gibo, 22561-021) supplemented with 10%FCS and 1% P/S were added to wells. Every 48 h, the medium was exchanged. On day 12, the medium was removed, and wells were washed with D-PBS and fixed with 4% PFA for 20 min. PFA was removed and wells were washed twice with D-PBS. Samples were blocked by adding 200 μl of Blocking Buffer consisting of (3% TritonX-100, 1% Tween-20, and 0.5% BSA) with gentle rocking for 1 h at room temperature. Wells were incubated with polyclonal goat CD31 (R&D #AF3628) antibody at room temperature for 2 h, washed twice with a blocking buffer and wells were incubated with secondary antibody donkey anti-goat IgG (H+L) conjugated with A488 (Thermo Fisher Scientific #A-11055) overnight at 4 °C. The following day, wells were washed twice with a blocking buffer and imaged with microscope BZ-9000E (Keyence). Images were processed by Fiji Software. Pixel area measurement from vascularized and bone area was calculated and vascularized area was divided by the bone area to show the proportion of vascularization relative to bone size. The mean value of the vascularized/bone area was plotted per individual mice.

### Osteogenic Differentiation

Osteogenic differentiation was conducted as described previously^81^. Briefly, 2.50E + 05 newborn bone marrow cells were plated in 300 μl Osteogenic Differentiation Medium that contains ascorbic acid-free a-MEM (Gibco, A1049001), 10% FCS, 1% P/S, supplemented with β-Glycerophosphate disodium salt hydrate (BGP Sigma-Aldrich, G9422-10G) and 2-phospho-L-ascorbic acid trisodium salt (2P-AA final 50 μg/ml Sigma 49752-10 G) for 11 days in 48 well plates (Cell Star). Medium was replaced every third day. On day 11, wells were washed with PBS. Cells were fixed with 4% PFA for 30 min, washed with PBS, and stained with 300 μl of Alizarin Red Solution (Merck #2003999) for 30 min at room temperature. Wells were washed and images were taken by BZ-9000E (Keyence). Later, 600 μl of destaining solution (70% water, 10% acetic acid, and 20% methanol) was added to the wells and incubated for 30 min at room temperature. Later, 300 μl destaining solutions per sample is added to the Cell Star 96 well plate F-bottom for micro-plate reader TECAN Infinite M1000 Pro. For alizarin red absorbance measurement, 450 nm wavelength was selected.

### Adipogenic Differentiation

Adipogenic differentiation was conducted as described previously^81^. Briefly, 2.50E + 05 newborn bone marrow cells were plated in 200 μl a-MEM (Gibco, 22561-021) with 10% FCS and 1%P/S. The following day, the medium was exchanged with adipogenic medium containing a-MEM, 10%FCS, 1%P/S, 100 nM Dexamethasone (D2915-100mg, Sigma Aldrich), 10 μg/ml Insulin (Sigma Aldrich I5500-100 mg), 125 μM Indomethacin (Sigma Aldrich I7378), 0.5 mM IBMX (Sigma Aldrich I5879) and 1 nM triiodothyronine (T3, stock: 1 μM, Sigma Aldrich T2877) and cultures kept for 48 h. At day 3, the adipogenic medium was replaced with a-MEM, 10% FCS, 1% P/S, 100 nM Dexamethasone, 10 μg/ml Insulin. On day 5, the medium was exchanged. On day 7, cells were washed with PBS, and cells fixed with 200 μl 4% PFA for 30 min RT. PFA was removed and wells were washed with 200 μl PBS and 200 μl 60% isopropanol solution and stained immediately. 100 μl of staining: 3 parts of freshly filtered (0.22 μm) Oil red O solution (Stock:0.3% Oil red O in 100% isopropanol, Sigma Aldrich, O0625-25G) with 2 parts of water added to the wells and incubated 30 min at room temperature. Wells were washed with PBS (200 μl) and images were taken by BZ-9000E (Keyence). Next, 200 μl of destaining solution (100% isopropanol) was added to the wells and incubated for 30 min. 200 μl destaining solutions per sample is added to the Cell Star 96 well plate F-bottom for micro-plate reader TECAN Infinite M1000 Pro. For Oil red O absorbance measurement, 510 nm wavelength was selected.

### Co-culture myeloid cells and MSCs

Figure 3j: 1000 MSCs from bones of newborn mice (1–5 days, 5–8 mice per experiment) were sorter purified and cultured with or without sorter-purified bone marrow myeloid cells (1000 cells, macrophages, monocytes, and PMNs) from 19- to 21-days-old mice (2 per experiment) in a 96-well flat bottom plate (Cell Star) in osteogenic differentiation medium. 8 days later, MSCs were stained and numbers were calculated by flow cytometer. Three independent experiments were conducted.

Supplementary Fig. 4b: For osteogenic differentiation after co-culture, 5000 MSCs from bones of wild-type mice (6-8-day-old) were sorter purified and cultivated with or without 5000 sorter-purified eYFP+ or eYFP- macrophages from 3–11-week-old mice in a 96-well flat bottom plate (Cell Star) in osteogenic differentiation medium. 50% of the medium was exchanged every fourth day (containing 2× supplements). 14 days later, wells were stained with alizarin red staining and absorbance was measured.

### Fold-change calculations

Fold changes were calculated by dividing each data point of mutant and control mice with the mean of wild-type samples for each individual experiment.

### Statistics

Student’s unpaired, two-sided t-test was performed to calculate the statistical significance between individual groups with expected normal distribution. Mann–Whitney U test was performed to calculate the statistical significance between groups where normal distribution was not expected (fold-change comparisons). *P* value (*P*) > 0.05; *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001 and ***P ≤ 0.0001). Prism 9 software (GraphPad) was used to perform statistical analysis. If not indicated differently, the mean and individual data points are shown.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

Sequencing and processed data generated in this study have been deposited on Gene Expression Omnibus (GEO) under accession numbers GSE265965 for bulk RNA-seq data of sorted HSCs from *Rank*^*cre/+*^*;Csf1r*^*fl/−*^ and control BM, GSE265827 for bulk RNA-seq data of murine bone marrow macrophages of embryonic and adult origin, GSE282288 for bulk RNA-seq data of niche cells. Full descriptions of experimental procedures and bioinformatic methods can be found in the Method section. All data generated or analyzed during this study are included in this published article and its Supplementary Information files or from the corresponding author upon request. Source data are provided with this paper.

## References

[1] Ho, Y.-H. & Méndez-Ferrer, S. Microenvironmental contributions to hematopoietic stem cell aging. *Haematologica***105**, 38–46 (2020).31806690 10.3324/haematol.2018.211334PMC6939521

[2] Fröbel, J. et al. The hematopoietic bone marrow Niche ecosystem. *Front Cell Dev. Biol.***9**, 705410 (2021).34368155 10.3389/fcell.2021.705410PMC8339972

[3] Kasbekar, M., Mitchell, C. A., Proven, M. A. & Passegué, E. Hematopoietic stem cells through the ages: A lifetime of adaptation to organismal demands. *Cell Stem Cell***30**, 1403–1420 (2023).37865087 10.1016/j.stem.2023.09.013PMC10842631

[4] Medvinsky, A., Rybtsov, S. & Taoudi, S. Embryonic origin of the adult hematopoietic system: advances and questions. *Development***138**, 1017–1031 (2011).21343360 10.1242/dev.040998

[5] Dzierzak, E. & Bigas, A. Blood development: hematopoietic stem cell dependence and independence. *Cell Stem Cell***22**, 639–651 (2018).29727679 10.1016/j.stem.2018.04.015

[6] López, D. A. et al. Prenatal inflammation perturbs murine fetal hematopoietic development and causes persistent changes to postnatal immunity. *Cell Rep.***41**, 111677 (2022).36417858 10.1016/j.celrep.2022.111677PMC10184520

[7] López, D. A. et al. Both maternal IFNγ exposure and acute prenatal infection with Toxoplasma gondii activate fetal hematopoietic stem cells. *EMBO J.***42**, e112693 (2023).37259639 10.15252/embj.2022112693PMC10350822

[8] Ganuza, M. et al. Murine foetal liver supports limited detectable expansion of life-long haematopoietic progenitors. *Nat. Cell Biol.***24**, 1475–1486 (2022).36202972 10.1038/s41556-022-00999-5PMC10026622

[9] Hall, T. D. et al. Murine fetal bone marrow does not support functional hematopoietic stem and progenitor cells until birth. *Nat. Commun.***13**, 5403 (2022).36109585 10.1038/s41467-022-33092-4PMC9477881

[10] Comazzetto, S., Shen, B. & Morrison, S. J. Niches that regulate stem cells and hematopoiesis in adult bone marrow. *Dev. Cell***56**, 1848–1860 (2021).34146467 10.1016/j.devcel.2021.05.018PMC8282762

[11] Isern, J. et al. The neural crest is a source of mesenchymal stem cells with specialized hematopoietic stem cell niche function. *Elife***3**, e03696 (2014).25255216 10.7554/eLife.03696PMC4381911

[12] Omatsu, Y., Seike, M., Sugiyama, T., Kume, T. & Nagasawa, T. Foxc1 is a critical regulator of haematopoietic stem/progenitor cell niche formation. *Nature***508**, 536–540 (2014).24590069 10.1038/nature13071

[13] Nakatani, T. et al. Ebf3+ niche-derived CXCL12 is required for the localization and maintenance of hematopoietic stem cells. *Nat. Commun.***14**, 6402 (2023).37880234 10.1038/s41467-023-42047-2PMC10600098

[14] Kara, N. et al. Endothelial and Leptin Receptor+ cells promote the maintenance of stem cells and hematopoiesis in early postnatal murine bone marrow. *Dev. Cell***58**, 348–360.e6 (2023).36868235 10.1016/j.devcel.2023.02.003PMC10035381

[15] McGrath, K. E. et al. Distinct Sources of Hematopoietic Progenitors Emerge before HSCs and Provide Functional Blood Cells in the Mammalian Embryo. *Cell Rep.***11**, 1892–1904 (2015).26095363 10.1016/j.celrep.2015.05.036PMC4490098

[16] McGrath, K. E., Frame, J. M. & Palis, J. Early hematopoiesis and macrophage development. *Semin Immunol.***27**, 379–387 (2015).27021646 10.1016/j.smim.2016.03.013PMC4856633

[17] Park, M. D., Silvin, A., Ginhoux, F. & Merad, M. Macrophages in health and disease. *Cell***185**, 4259–4279 (2022).36368305 10.1016/j.cell.2022.10.007PMC9908006

[18] Lazarov, T., Juarez-Carreño, S., Cox, N. & Geissmann, F. Physiology and diseases of tissue-resident macrophages. *Nature***618**, 698–707 (2023).37344646 10.1038/s41586-023-06002-xPMC10649266

[19] Jacome-Galarza, C. E. et al. Developmental origin, functional maintenance and genetic rescue of osteoclasts. *Nature***568**, 541–545 (2019).30971820 10.1038/s41586-019-1105-7PMC6910203

[20] Percin, G. I. et al. CSF1R regulates the dendritic cell pool size in adult mice via embryo-derived tissue-resident macrophages. *Nat. Commun.***9**, 5279 (2018).30538245 10.1038/s41467-018-07685-xPMC6290072

[21] Kohyama, M. et al. Role for Spi-C in the development of red pulp macrophages and splenic iron homeostasis. *Nature***457**, 318–321 (2009).19037245 10.1038/nature07472PMC2756102

[22] Chow, A. et al. CD169^+^ macrophages provide a niche promoting erythropoiesis under homeostasis and stress. *Nat. Med***19**, 429–436 (2013).23502962 10.1038/nm.3057PMC3983996

[23] Lawrence, A. R. et al. Microglia maintain structural integrity during fetal brain morphogenesis. *Cell*. **S0092-8674**, 00044–8 (2024).10.1016/j.cell.2024.01.012PMC1086913938309258

[24] Okabe, Y. & Medzhitov, R. Tissue-specific signals control reversible program of localization and functional polarization of macrophages. *Cell***157**, 832–844 (2014).24792964 10.1016/j.cell.2014.04.016PMC4137874

[25] Taoudi, S. & Medvinsky, A. Functional identification of the hematopoietic stem cell niche in the ventral domain of the embryonic dorsal aorta. *Proc. Natl Acad. Sci. USA***104**, 9399–9403 (2007).17517650 10.1073/pnas.0700984104PMC1890506

[26] Rybtsov, S. et al. Hierarchical organization and early hematopoietic specification of the developing HSC lineage in the AGM region. *J. Exp. Med***208**, 1305–1315 (2011).21624936 10.1084/jem.20102419PMC3173253

[27] Kieusseian, A., Brunet de la Grange, P., Burlen-Defranoux, O., Godin, I. & Cumano, A. Immature hematopoietic stem cells undergo maturation in the fetal liver. *Development***139**, 3521–3530 (2012).22899849 10.1242/dev.079210

[28] Mizuochi, C. et al. Intra-aortic clusters undergo endothelial to hematopoietic phenotypic transition during early embryogenesis. *PLoS One***7**, e35763 (2012).22558218 10.1371/journal.pone.0035763PMC3338791

[29] Li, Y., Gao, L., Hadland, B., Tan, K. & Speck, N. A. CD27 marks murine embryonic hematopoietic stem cells and type II prehematopoietic stem cells. *Blood***130**, 372–376 (2017).28588017 10.1182/blood-2017-03-776849PMC5520475

[30] Zou, Y. R., Kottmann, A. H., Kuroda, M., Taniuchi, I. & Littman, D. R. Function of the chemokine receptor CXCR4 in haematopoiesis and in cerebellar development. *Nature***393**, 595–599 (1998).9634238 10.1038/31269

[31] Broxmeyer, H. E. et al. Rapid mobilization of murine and human hematopoietic stem and progenitor cells with AMD3100, a CXCR4 antagonist. *J. Exp. Med***201**, 1307–1318 (2005).15837815 10.1084/jem.20041385PMC2213145

[32] Sugiyama, T., Kohara, H., Noda, M. & Nagasawa, T. Maintenance of the hematopoietic stem cell pool by CXCL12-CXCR4 chemokine signaling in bone marrow stromal cell niches. *Immunity***25**, 977–988 (2006).17174120 10.1016/j.immuni.2006.10.016

[33] Gomez Perdiguero, E. et al. Tissue-resident macrophages originate from yolk-sac-derived erythro-myeloid progenitors. *Nature***518**, 547–551 (2015).25470051 10.1038/nature13989PMC5997177

[34] Waskow, C. et al. Hematopoietic stem cell transplantation without irradiation. *Nat. Methods***6**, 267–269 (2009).19270698 10.1038/nmeth.1309

[35] Xu, H., Manivannan, A., Crane, I., Dawson, R. & Liversidge, J. Critical but divergent roles for CD62L and CD44 in directing blood monocyte trafficking in vivo during inflammation. *Blood***112**, 1166–1174 (2008).18391078 10.1182/blood-2007-06-098327PMC2515150

[36] Boniakowski, A. E. et al. Murine macrophage chemokine receptor CCR2 plays a crucial role in macrophage recruitment and regulated inflammation in wound healing. *Eur. J. Immunol.***48**, 1445–1455 (2018).29879295 10.1002/eji.201747400PMC6371802

[37] Martin, T. R. et al. Lipopolysaccharide binding protein enhances the responsiveness of alveolar macrophages to bacterial lipopolysaccharide. Implications for cytokine production in normal and injured lungs. *J. Clin. Invest***90**, 2209–2219 (1992).1281827 10.1172/JCI116106PMC443371

[38] Syage, A. R. et al. Cystatin F attenuates neuroinflammation and demyelination following murine coronavirus infection of the central nervous system. *J. Neuroinflamm.***21**, 157 (2024).10.1186/s12974-024-03153-0PMC1117938838879499

[39] Mende, N. et al. Prospective isolation of nonhematopoietic cells of the niche and their differential molecular interactions with HSCs. *Blood***134**, 1214–1226 (2019).31366622 10.1182/blood.2019000176

[40] Park, H. N. et al. LRG1 Promotes ECM Integrity by Activating the TGF-β Signaling Pathway in Fibroblasts. *Int J. Mol. Sci.***24**, 12445 (2023).37569820 10.3390/ijms241512445PMC10418909

[41] Seo, H.-S. & Serra, R. Deletion of Tgfbr2 in Prx1-cre expressing mesenchyme results in defects in development of the long bones and joints. *Dev. Biol.***310**, 304–316 (2007).17822689 10.1016/j.ydbio.2007.07.040PMC2042108

[42] Laplante, P. et al. MFG-E8 reprogramming of macrophages promotes wound healing by increased bFGF production and fibroblast functions. *J. Invest Dermatol***137**, 2005–2013 (2017).28526301 10.1016/j.jid.2017.04.030

[43] Deroide, N. et al. MFGE8 inhibits inflammasome-induced IL-1β production and limits postischemic cerebral injury. *J. Clin. Invest***123**, 1176–1181 (2013).23454767 10.1172/JCI65167PMC3582131

[44] Ng, F. et al. PDGF, TGF-beta, and FGF signaling is important for differentiation and growth of mesenchymal stem cells (MSCs): transcriptional profiling can identify markers and signaling pathways important in differentiation of MSCs into adipogenic, chondrogenic, and osteogenic lineages. *Blood***112**, 295–307 (2008).18332228 10.1182/blood-2007-07-103697

[45] Chow, A. et al. Bone marrow CD169+ macrophages promote the retention of hematopoietic stem and progenitor cells in the mesenchymal stem cell niche. *J. Exp. Med***208**, 261–271 (2011).21282381 10.1084/jem.20101688PMC3039855

[46] McCabe, A. et al. Macrophage-lineage cells negatively regulate the hematopoietic stem cell pool in response to interferon gamma at steady state and during infection. *Stem Cells***33**, 2294–2305 (2015).25880153 10.1002/stem.2040PMC4693298

[47] Espín-Palazón, R. et al. Proinflammatory signaling regulates hematopoietic stem cell emergence. *Cell***159**, 1070–1085 (2014).25416946 10.1016/j.cell.2014.10.031PMC4243083

[48] He, Q. et al. Inflammatory signaling regulates hematopoietic stem and progenitor cell emergence in vertebrates. *Blood***125**, 1098–1106 (2015).25540193 10.1182/blood-2014-09-601542

[49] Wattrus, S. J. et al. Quality assurance of hematopoietic stem cells by macrophages determines stem cell clonality. *Science***377**, 1413–1419 (2022).36137040 10.1126/science.abo4837PMC9524573

[50] Mariani, S. A. et al. Pro-inflammatory aorta-associated macrophages are involved in embryonic development of hematopoietic stem cells. *Immunity***50**, 1439–1452.e5 (2019).31178352 10.1016/j.immuni.2019.05.003PMC6591003

[51] Lavin, Y. et al. Tissue-resident macrophage enhancer landscapes are shaped by the local microenvironment. *Cell***159**, 1312–1326 (2014).25480296 10.1016/j.cell.2014.11.018PMC4437213

[52] A-Gonzalez, N. et al. Phagocytosis imprints heterogeneity in tissue-resident macrophages. *J. Exp. Med***214**, 1281–1296 (2017).28432199 10.1084/jem.20161375PMC5413334

[53] Greenbaum, A. et al. CXCL12 in early mesenchymal progenitors is required for haematopoietic stem-cell maintenance. *Nature***495**, 227–230 (2013).23434756 10.1038/nature11926PMC3600148

[54] Ding, L. & Morrison, S. J. Haematopoietic stem cells and early lymphoid progenitors occupy distinct bone marrow niches. *Nature***495**, 231–235 (2013).23434755 10.1038/nature11885PMC3600153

[55] Omatsu, Y. et al. The essential functions of adipo-osteogenic progenitors as the hematopoietic stem and progenitor cell niche. *Immunity***33**, 387–399 (2010).20850355 10.1016/j.immuni.2010.08.017

[56] Morikawa, S. et al. Prospective identification, isolation, and systemic transplantation of multipotent mesenchymal stem cells in murine bone marrow. *J. Exp. Med***206**, 2483–2496 (2009).19841085 10.1084/jem.20091046PMC2768869

[57] Ara, T. et al. Long-term hematopoietic stem cells require stromal cell-derived factor-1 for colonizing bone marrow during ontogeny. *Immunity***19**, 257–267 (2003).12932359 10.1016/s1074-7613(03)00201-2

[58] Weinhaus, B. et al. Differential regulation of fetal bone marrow and liver hematopoiesis by yolk-sac-derived myeloid cells. *Nat. Commun.*10.1038/s41467-025-59058-w (2025).10.1038/s41467-025-59058-wPMC1207852440368906

[59] Dai, X.-M. et al. Targeted disruption of the mouse colony-stimulating factor 1 receptor gene results in osteopetrosis, mononuclear phagocyte deficiency, increased primitive progenitor cell frequencies, and reproductive defects. *Blood***99**, 111–120 (2002).11756160 10.1182/blood.v99.1.111

[60] Li, J., Chen, K., Zhu, L. & Pollard, J. W. Conditional deletion of the colony stimulating factor-1 receptor (c-fms proto-oncogene) in mice. *Genesis***44**, 328–335 (2006).16823860 10.1002/dvg.20219

[61] Stadtfeld, M. & Graf, T. Assessing the role of hematopoietic plasticity for endothelial and hepatocyte development by non-invasive lineage tracing. *Development***132**, 203–213 (2005).15576407 10.1242/dev.01558

[62] Tzeng, Y.-S. et al. Loss of Cxcl12/Sdf-1 in adult mice decreases the quiescent state of hematopoietic stem/progenitor cells and alters the pattern of hematopoietic regeneration after myelosuppression. *Blood***117**, 429–439 (2011).20833981 10.1182/blood-2010-01-266833

[63] Alva, J. A. et al. VE-Cadherin-Cre-recombinase transgenic mouse: a tool for lineage analysis and gene deletion in endothelial cells. *Dev. Dyn.***235**, 759–767 (2006).16450386 10.1002/dvdy.20643

[64] Luche, H., Weber, O., Nageswara Rao, T., Blum, C. & Fehling, H. J. Faithful activation of an extra-bright red fluorescent protein in ‘knock-in’ Cre-reporter mice ideally suited for lineage tracing studies. *Eur. J. Immunol.***37**, 43–53 (2007).17171761 10.1002/eji.200636745

[65] Picelli, S. et al. Smart-seq2 for sensitive full-length transcriptome profiling in single cells. *Nat. Methods***10**, 1096–1098 (2013).24056875 10.1038/nmeth.2639

[66] Arndt, K. et al. SETD1A protects HSCs from activation-induced functional decline in vivo. *Blood***131**, 1311–1324 (2018).29348130 10.1182/blood-2017-09-806844

[67] Wu, T. D. & Nacu, S. Fast and SNP-tolerant detection of complex variants and splicing in short reads. *Bioinformatics***26**, 873–881 (2010).20147302 10.1093/bioinformatics/btq057PMC2844994

[68] Liao, Y., Smyth, G. K. & Shi, W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics***30**, 923–930 (2014).24227677 10.1093/bioinformatics/btt656

[69] Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.***15**, 550 (2014).25516281 10.1186/s13059-014-0550-8PMC4302049

[70] Riege K. rippchen v0.10.0. *Zenodo*10.5281/ZENODO.14187286 (2024).

[71] Bolger, A. M., Lohse, M. & Usadel, B. Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics***30**, 2114–2120 (2014).24695404 10.1093/bioinformatics/btu170PMC4103590

[72] Martin, M. Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet j.***17**, 10 (2011).

[73] Song, L. & Florea, L. Rcorrector: efficient and accurate error correction for Illumina RNA-seq reads. *GigaSci***4**, 48 (2015).10.1186/s13742-015-0089-yPMC461587326500767

[74] Kopylova, E., Noé, L. & Touzet, H. SortMeRNA: fast and accurate filtering of ribosomal RNAs in metatranscriptomic data. *Bioinformatics***28**, 3211–3217 (2012).23071270 10.1093/bioinformatics/bts611

[75] Hoffmann, S. et al. Fast Mapping of Short Sequences with Mismatches, Insertions and Deletions Using Index Structures. *PLoS Comput Biol.***5**, e1000502 (2009).19750212 10.1371/journal.pcbi.1000502PMC2730575

[76] Hoffmann, S. et al. A multi-split mapping algorithm for circular RNA, splicing, trans-splicing and fusion detection. *Genome Biol.***15**, R34 (2014).24512684 10.1186/gb-2014-15-2-r34PMC4056463

[77] Subramanian, A. et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc. Natl Acad. Sci. USA.***102**, 15545–15550 (2005).16199517 10.1073/pnas.0506580102PMC1239896

[78] Yu, G., Wang, L.-G., Han, Y. & He, Q.-Y. clusterProfiler: an R package for comparing biological themes among gene clusters. *OMICS: A J. Integr. Biol.***16**, 284–287 (2012).10.1089/omi.2011.0118PMC333937922455463

[79] Sayols, S. rrvgo: a Bioconductor package for interpreting lists of Gene Ontology terms. *MicroPubl. Biol.*10.17912/micropub.biology.000811 (2023).10.17912/micropub.biology.000811PMC1015505437151216

[80] Song, W. et al. The fetal mouse metatarsal bone explant as a model of angiogenesis. *Nat. Protoc.***10**, 1459–1473 (2015).26334866 10.1038/nprot.2015.097

[81] Ambrosi, T. H. et al. Aged skeletal stem cells generate an inflammatory degenerative niche. *Nature***597**, 256–262 (2021).34381212 10.1038/s41586-021-03795-7PMC8721524

[82] Lesche, M. https://github.com/mlescheDCGC/deseq2_publication/releases/tag/v1.0. 10.5281/zenodo.14870954.

[83] Metz, J. & Hofer, T. Commands used to generate the count matrix of MSCs. https://github.com/hoefer-lab/Xpand_bulk_RNA_raw_data_processing. 10.5281/zenodo.15017377.

# Supplementary material for: Embryonic macrophages orchestrate niche cell homeostasis for the establishment of the definitive hematopoietic stem cell pool
**Source:** Nat Commun. 2025 May 14;16:4428. doi: 10.1038/s41467-025-59059-9
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **Embryonic macrophages orchestrate niche cell homeostasis critical for the establishment of the definitive HSC pool.**

Gölce Perçin<sup>1&</sup>, Konstantin Riege<sup>2</sup>, Julia Fröbel<sup>1</sup>, Jonas Metz<sup>3</sup>, Stephan Culemann<sup>1</sup>, Mathias Lesche<sup>4</sup>, Susanne Reinhardt<sup>4</sup>, Thomas Höfer<sup>3</sup>, Steve Hoffmann<sup>2,5</sup>, Claudia Waskow<sup>1,5,6&</sup>

Claudia Waskow

Gölce Perçin

## Supplementary Methods

Bioinformatic analysis: Supplementary Fig.4c (MSC): Paired-end reads in FASTQ files were aligned to the mouse reference genome (GRCm39) using STAR aligner (version 2.7.10a) <sup>1</sup>. Read pairs were first aligned using STAR's default parameters. This initial step resulted in approximately 75% of read pairs being uniquely mapped to the genome. Reads that failed to align were retained for further analysis. To recover reads from the unmapped fraction, alignment parameters were adjusted to allow mapping of shorter sequences. Specifically, the following STAR parameters were used: `outFilterScoreMinOverLread=0`, `outFilterMatchNminOverLread=0`, `outFilterMatchNmin=20`. This step revealed that many initially unmapped read pairs overlapped short genomic regions, causing read 1 to overlap with read 2 in certain cases. To address this, the alignment was repeated with filter criteria that required at least 40% of bases in each read pair to align successfully. For paired-end reads, this threshold corresponds to 80 bases aligned for 100 bp reads. To further optimize the alignment, overlapping read pairs were merged when the overlap was greater than 10 bases (`peOverlapNbasesMin=10`). The final alignment was performed using the following refined STAR parameters: `peOverlapNbasesMin=10`, `outFilterScoreMinOverLread=0.40`, `outFilterMatchNminOverLread=0.40`. This approach improved the alignment rate, resulting in approximately 80% of read pairs being uniquely mapped to the reference genome. Uniquely mapped read pairs were quantified at the exon level using the `featureCounts` tool (version 1.6.5) <sup>2</sup>. The quantification was performed based on the Ensembl genome annotation (version 108) <sup>3</sup>, with the following parameters: `-p -B -T 12 -t exon -g gene_id` and thereafter post-processed using `rippchen` <sup>4</sup>. Ligands and receptors pairs were obtained from Receptor-Ligand database <sup>5</sup> and filtered according to their base expression using a median TPM of 1 as cutoff within samples of Mesenchymal stem cells (MSCs, data processing see above) or macrophages (data processing see main manuscript). Ligands or receptors significantly differentially expressed in adult versus embryonic macrophages were reported and together with their expressed counter parts (receptors, ligands respectively) subjected to hypergeometric tests for over-representation (without background) followed by semantic clustering.

## References

1. Dobin, A. *et al.* STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15–21 (2013).
2. Liao, Y., Smyth, G. K. & Shi, W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* **30**, 923–930 (2014).
3. Harrison, P. W. *et al.* Ensembl 2024. *Nucleic Acids Res* **52**, D891–D899 (2024).
4. Konstantin Riege. rippchen v0.10.0. Zenodo <https://doi.org/10.5281/ZENODO.14187286> (2024).
5. Mende, N. *et al.* Prospective isolation of nonhematopoietic cells of the niche and their differential molecular interactions with HSCs. *Blood* **134**, 1214–1226 (2019).

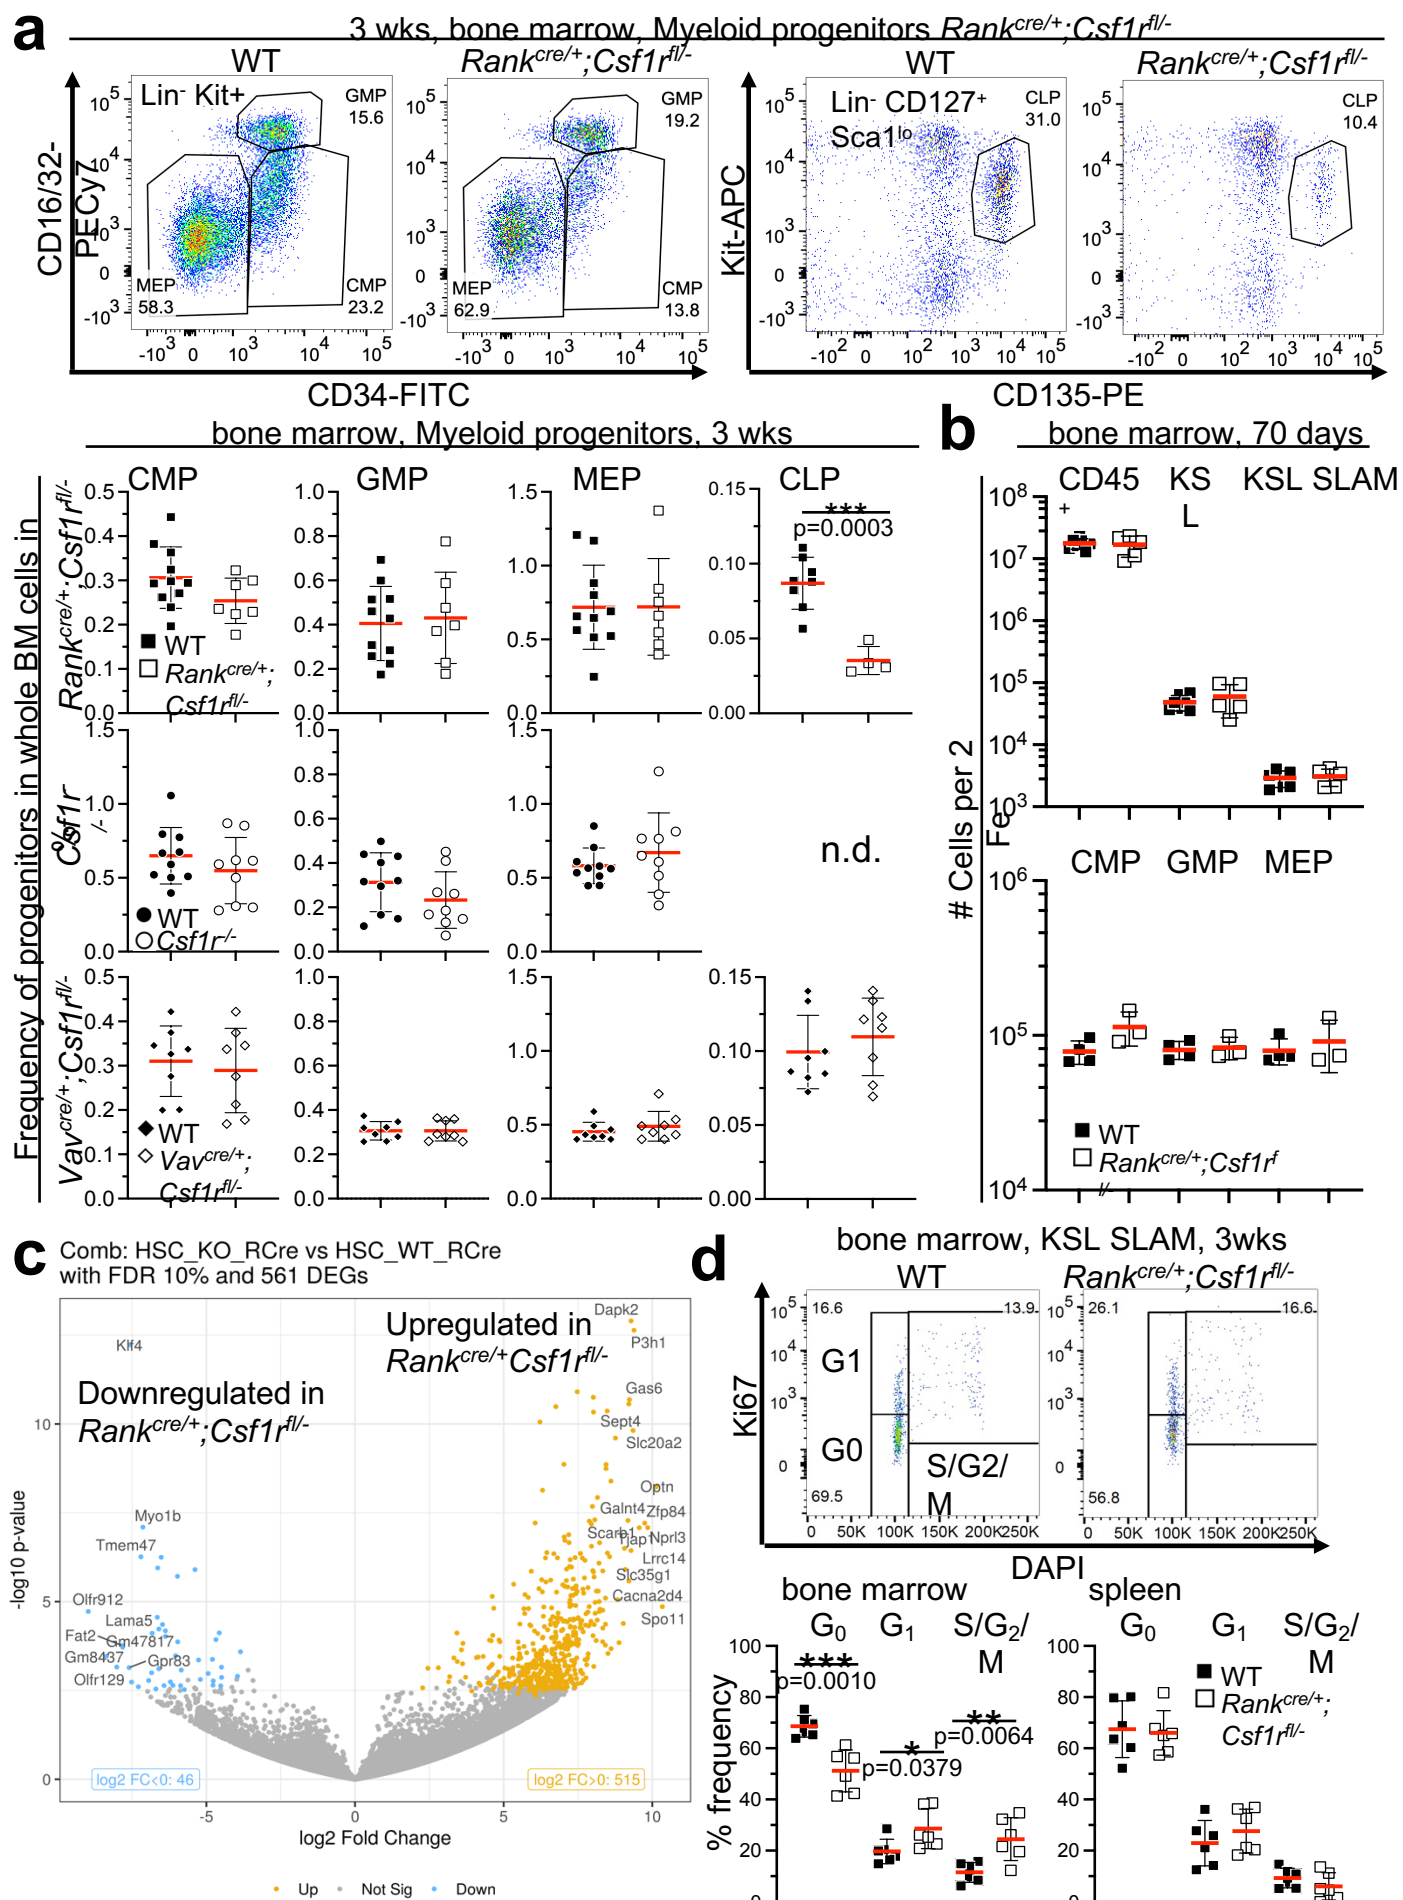

**Supplementary Fig. 1 Hematopoietic Stem and Progenitors in 3-week-old and adult *Rank<sup>cre/+</sup>;Csf1<sup>fl/-</sup>* mice.** **a** Dot plots depict 3-week-old (19-27 day old) *Rank<sup>cre/+</sup>;Csf1<sup>fl/-</sup>* bone marrow CMP, GMP, MEP and CLP cells in *Rank<sup>cre/+</sup>;Csf1<sup>fl/-</sup>* and control mice (top). Frequencies of bone marrow progenitor populations in 3-week-old (19-27-day-old) *Rank<sup>cre/+</sup>;Csf1<sup>fl/-</sup>*, *Csf1<sup>fl/-</sup>* and *Vav<sup>cre/+</sup>;Csf1<sup>fl/-</sup>* and control mice: common myeloid progenitor (CMP), granulocyte monocyte progenitor (GMP), megakaryocyte-erythroid progenitor (MEP), and common lymphoid progenitor (CLP)(bottom). Myeloid progenitors were identified as Kit<sup>+</sup> Sca1<sup>-</sup> compartment which then further divided into CMP (CD16/32<sup>-</sup> CD34<sup>+</sup>), GMP (CD16/32<sup>+</sup> CD34<sup>+</sup>) and MEP (CD16/32<sup>-</sup> CD34<sup>-</sup>) compartment. Lymphoid progenitors (CLPs) were defined as lineage negative (CD3/CD19/NK1.1/Ter119/CD11b/Gr1/B220 neg), CD127<sup>+</sup>, Sca1<sup>lo</sup>, Kit<sup>+</sup>, CD135<sup>+</sup> cells. A two-sided unpaired Student's t-test was used. (n=19, 5 biological replicates for *Rank<sup>cre/+</sup>;Csf1<sup>fl/-</sup>*, n=19, 4 biological replicates for *Csf1<sup>fl/-</sup>*, n=16, 3 biological replicates for *Vav<sup>cre/+</sup>;Csf1<sup>fl/-</sup>*). **b** Leukocyte numbers per 2 femura in 70-day-old *Rank<sup>cre/+</sup>;Csf1<sup>fl/-</sup>* mice and controls. A two-sided unpaired Student's t-test was used. (n=12, 3 biological replicates for HSPCs, n=7, 2 biological replicates for progenitors). **c** Volcano plot depicts 561 genes differentially expressed between HSCs (KSL Slam) from 3-week-old (19-21-day-old) *Rank<sup>cre/+</sup>;Csf1<sup>fl/-</sup>* and control mice. Upregulated genes in *Rank<sup>cre/+</sup>;Csf1<sup>fl/-</sup>* HSCs are depicted in yellow, while downregulated genes are depicted in blue. **d** Plots show the frequency of KSL SLAM of indicated genotypes in all cell cycle phases as determined by DAPI and Ki67 staining (top). Graphs show the quantification of G0, G1 and S/G2/M phase of the bone marrow and spleen KSL SLAMs (bottom) from 3-week-old (19-21-day-old) mice. A two-sided unpaired Student's t-test was used. (n=12, 3 biological replicates for bone marrow and spleen). Source data are provided as a Source Data file.

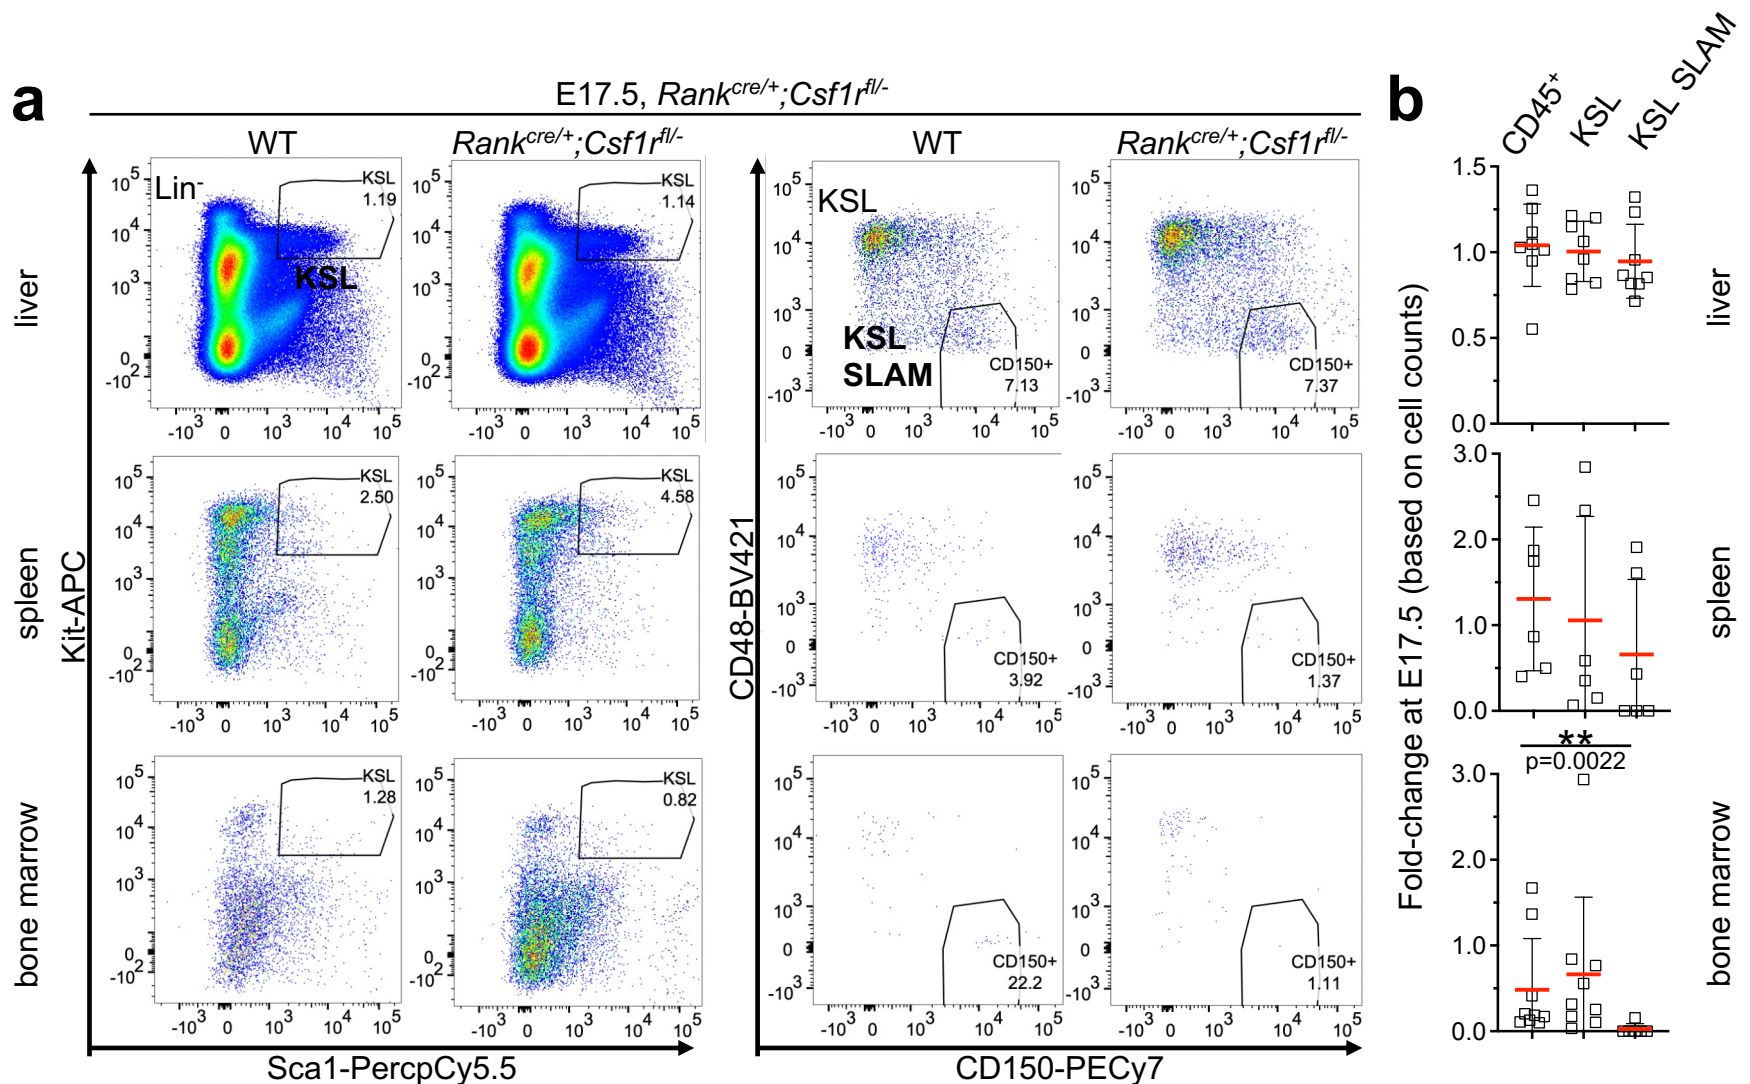

**Supplementary Fig. 2 Hematopoietic Stem and Progenitor numbers in E17.5 *Rank<sup>cre/+</sup>;Csf1<sup>fl/-</sup>* embryos.**

**a** Dot plots depict E17.5 liver, spleen and bone marrow KSL and KSL SLAM cells in *Rank<sup>cre/+</sup>;Csf1<sup>fl/-</sup>* and control mice. Live singlets were gated on lineage mix (CD3/CD19/NK1.1/Ter119/CD11b/Gr1/B220 neg) followed by Kit<sup>+</sup> Sca1<sup>+</sup> (KSL) gating. **b** Plots show fold-changes of leukocytes (CD45), HSPCs (KSL) in the liver, spleen, and bone marrow of E17.5 embryos of indicated genotypes. Fold-change was calculated by dividing the individual hematopoietic cell numbers from *Rank<sup>cre/+</sup>;Csf1<sup>fl/-</sup>* mice to the experimental average of wildtype values per indicated organ. A Mann–Whitney U test was performed. (n=18, 3 biological replicates for fetal liver, n=21, 3 biological replicates for fetal spleen, n=27, 4 biological replicates for fetal bone marrow). Source data are provided as a Source Data file.

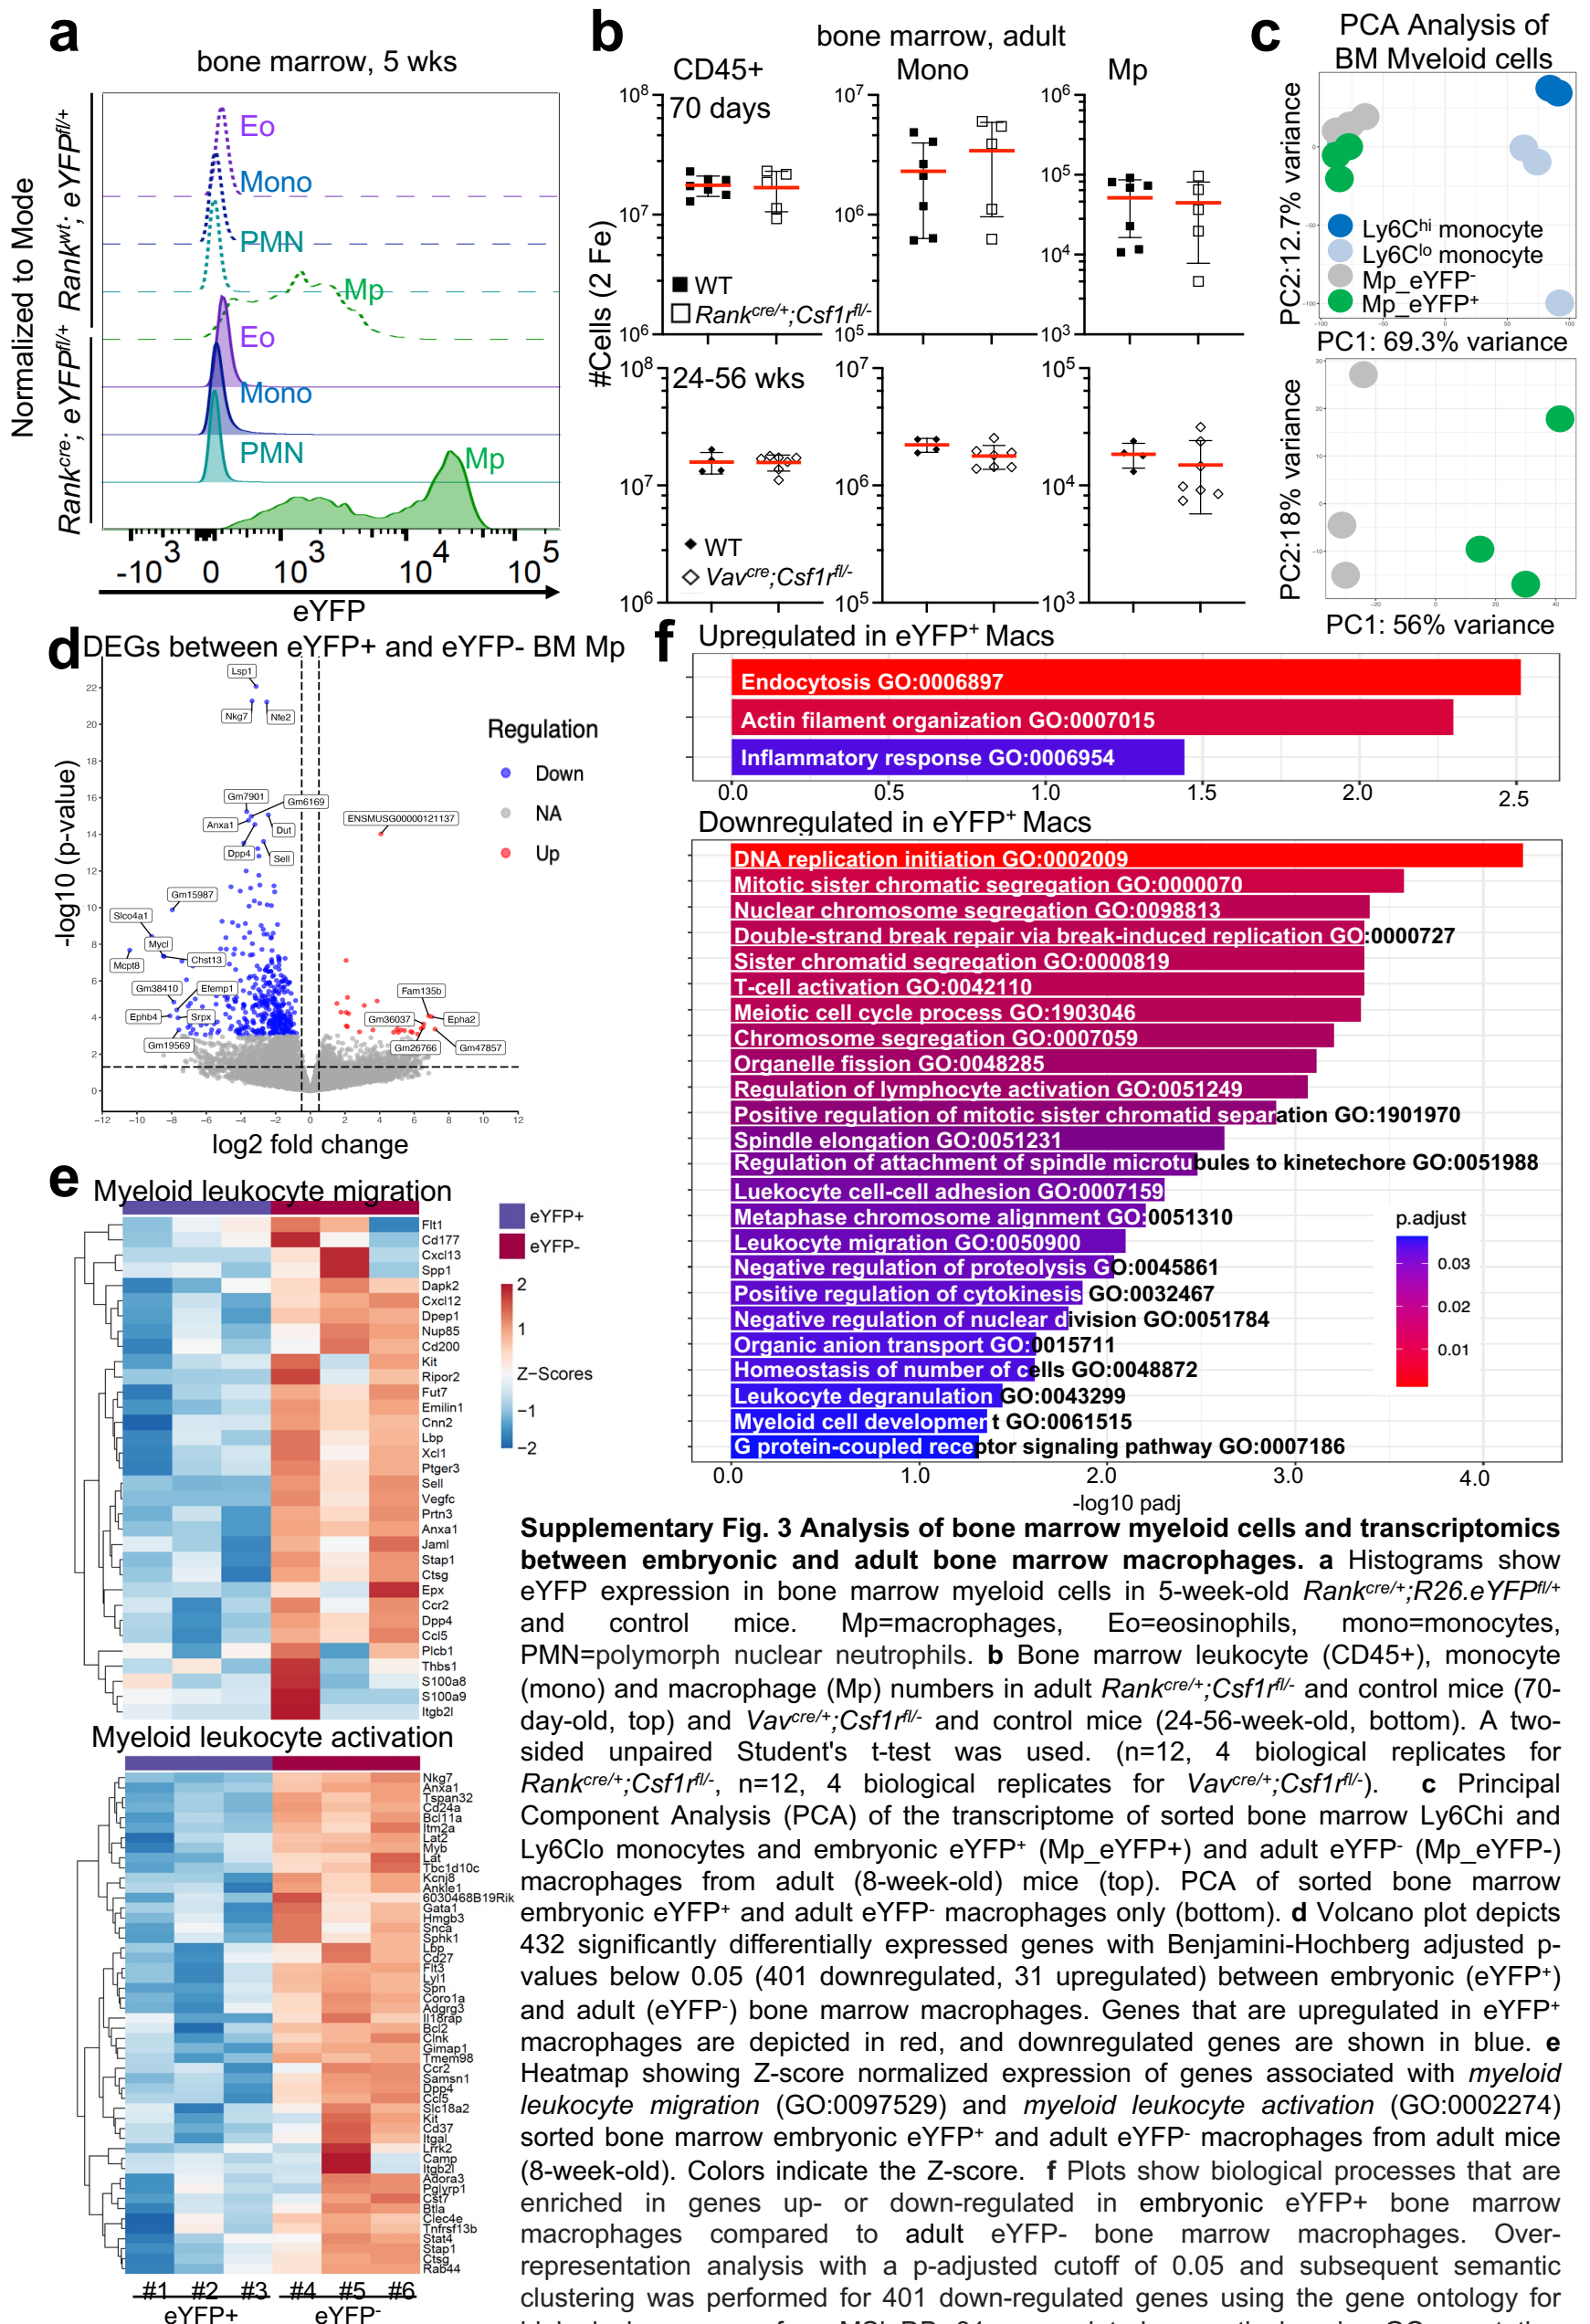

**Supplementary Fig. 3 Analysis of bone marrow myeloid cells and transcriptomics between embryonic and adult bone marrow macrophages.** **a** Histograms show eYFP expression in bone marrow myeloid cells in 5-week-old *Rank<sup>cre/+</sup>;R26.eYFP<sup>fl/+</sup>* and control mice. Mp=macrophages, Eo=eosinophils, mono=monocytes, PMN=polymorph nuclear neutrophils. **b** Bone marrow leukocyte (CD45+), monocyte (mono) and macrophage (Mp) numbers in adult *Rank<sup>cre/+</sup>;Csf1<sup>fl/-</sup>* and control mice (70-day-old, top) and *Vav<sup>cre/+</sup>;Csf1<sup>fl/-</sup>* and control mice (24-56-week-old, bottom). A two-sided unpaired Student's t-test was used. (n=12, 4 biological replicates for *Rank<sup>cre/+</sup>;Csf1<sup>fl/-</sup>*, n=12, 4 biological replicates for *Vav<sup>cre/+</sup>;Csf1<sup>fl/-</sup>*). **c** Principal Component Analysis (PCA) of the transcriptome of sorted bone marrow Ly6Chi and Ly6Clo monocytes and embryonic eYFP+ (Mp\_eYFP+) and adult eYFP- (Mp\_eYFP-) macrophages from adult (8-week-old) mice (top). PCA of sorted bone marrow embryonic eYFP+ and adult eYFP- macrophages only (bottom). **d** Volcano plot depicts 432 significantly differentially expressed genes with Benjamini-Hochberg adjusted p-values below 0.05 (401 downregulated, 31 upregulated) between embryonic (eYFP+) and adult (eYFP-) bone marrow macrophages. Genes that are upregulated in eYFP+ macrophages are depicted in red, and downregulated genes are shown in blue. **e** Heatmap showing Z-score normalized expression of genes associated with *myeloid leukocyte migration* (GO:0097529) and *myeloid leukocyte activation* (GO:0002274) sorted bone marrow embryonic eYFP+ and adult eYFP- macrophages from adult mice (8-week-old). Colors indicate the Z-score. **f** Plots show biological processes that are enriched in genes up- or down-regulated in embryonic eYFP+ bone marrow macrophages compared to adult eYFP- bone marrow macrophages. Over-representation analysis with a p-adjusted cutoff of 0.05 and subsequent semantic clustering was performed for 401 down-regulated genes using the gene ontology for biological processes from MSigDB, 31 up-regulated respectively using GO annotation from Ensembl. Colors indicate the p-adjusted value. Source data are provided as a Source Data file.

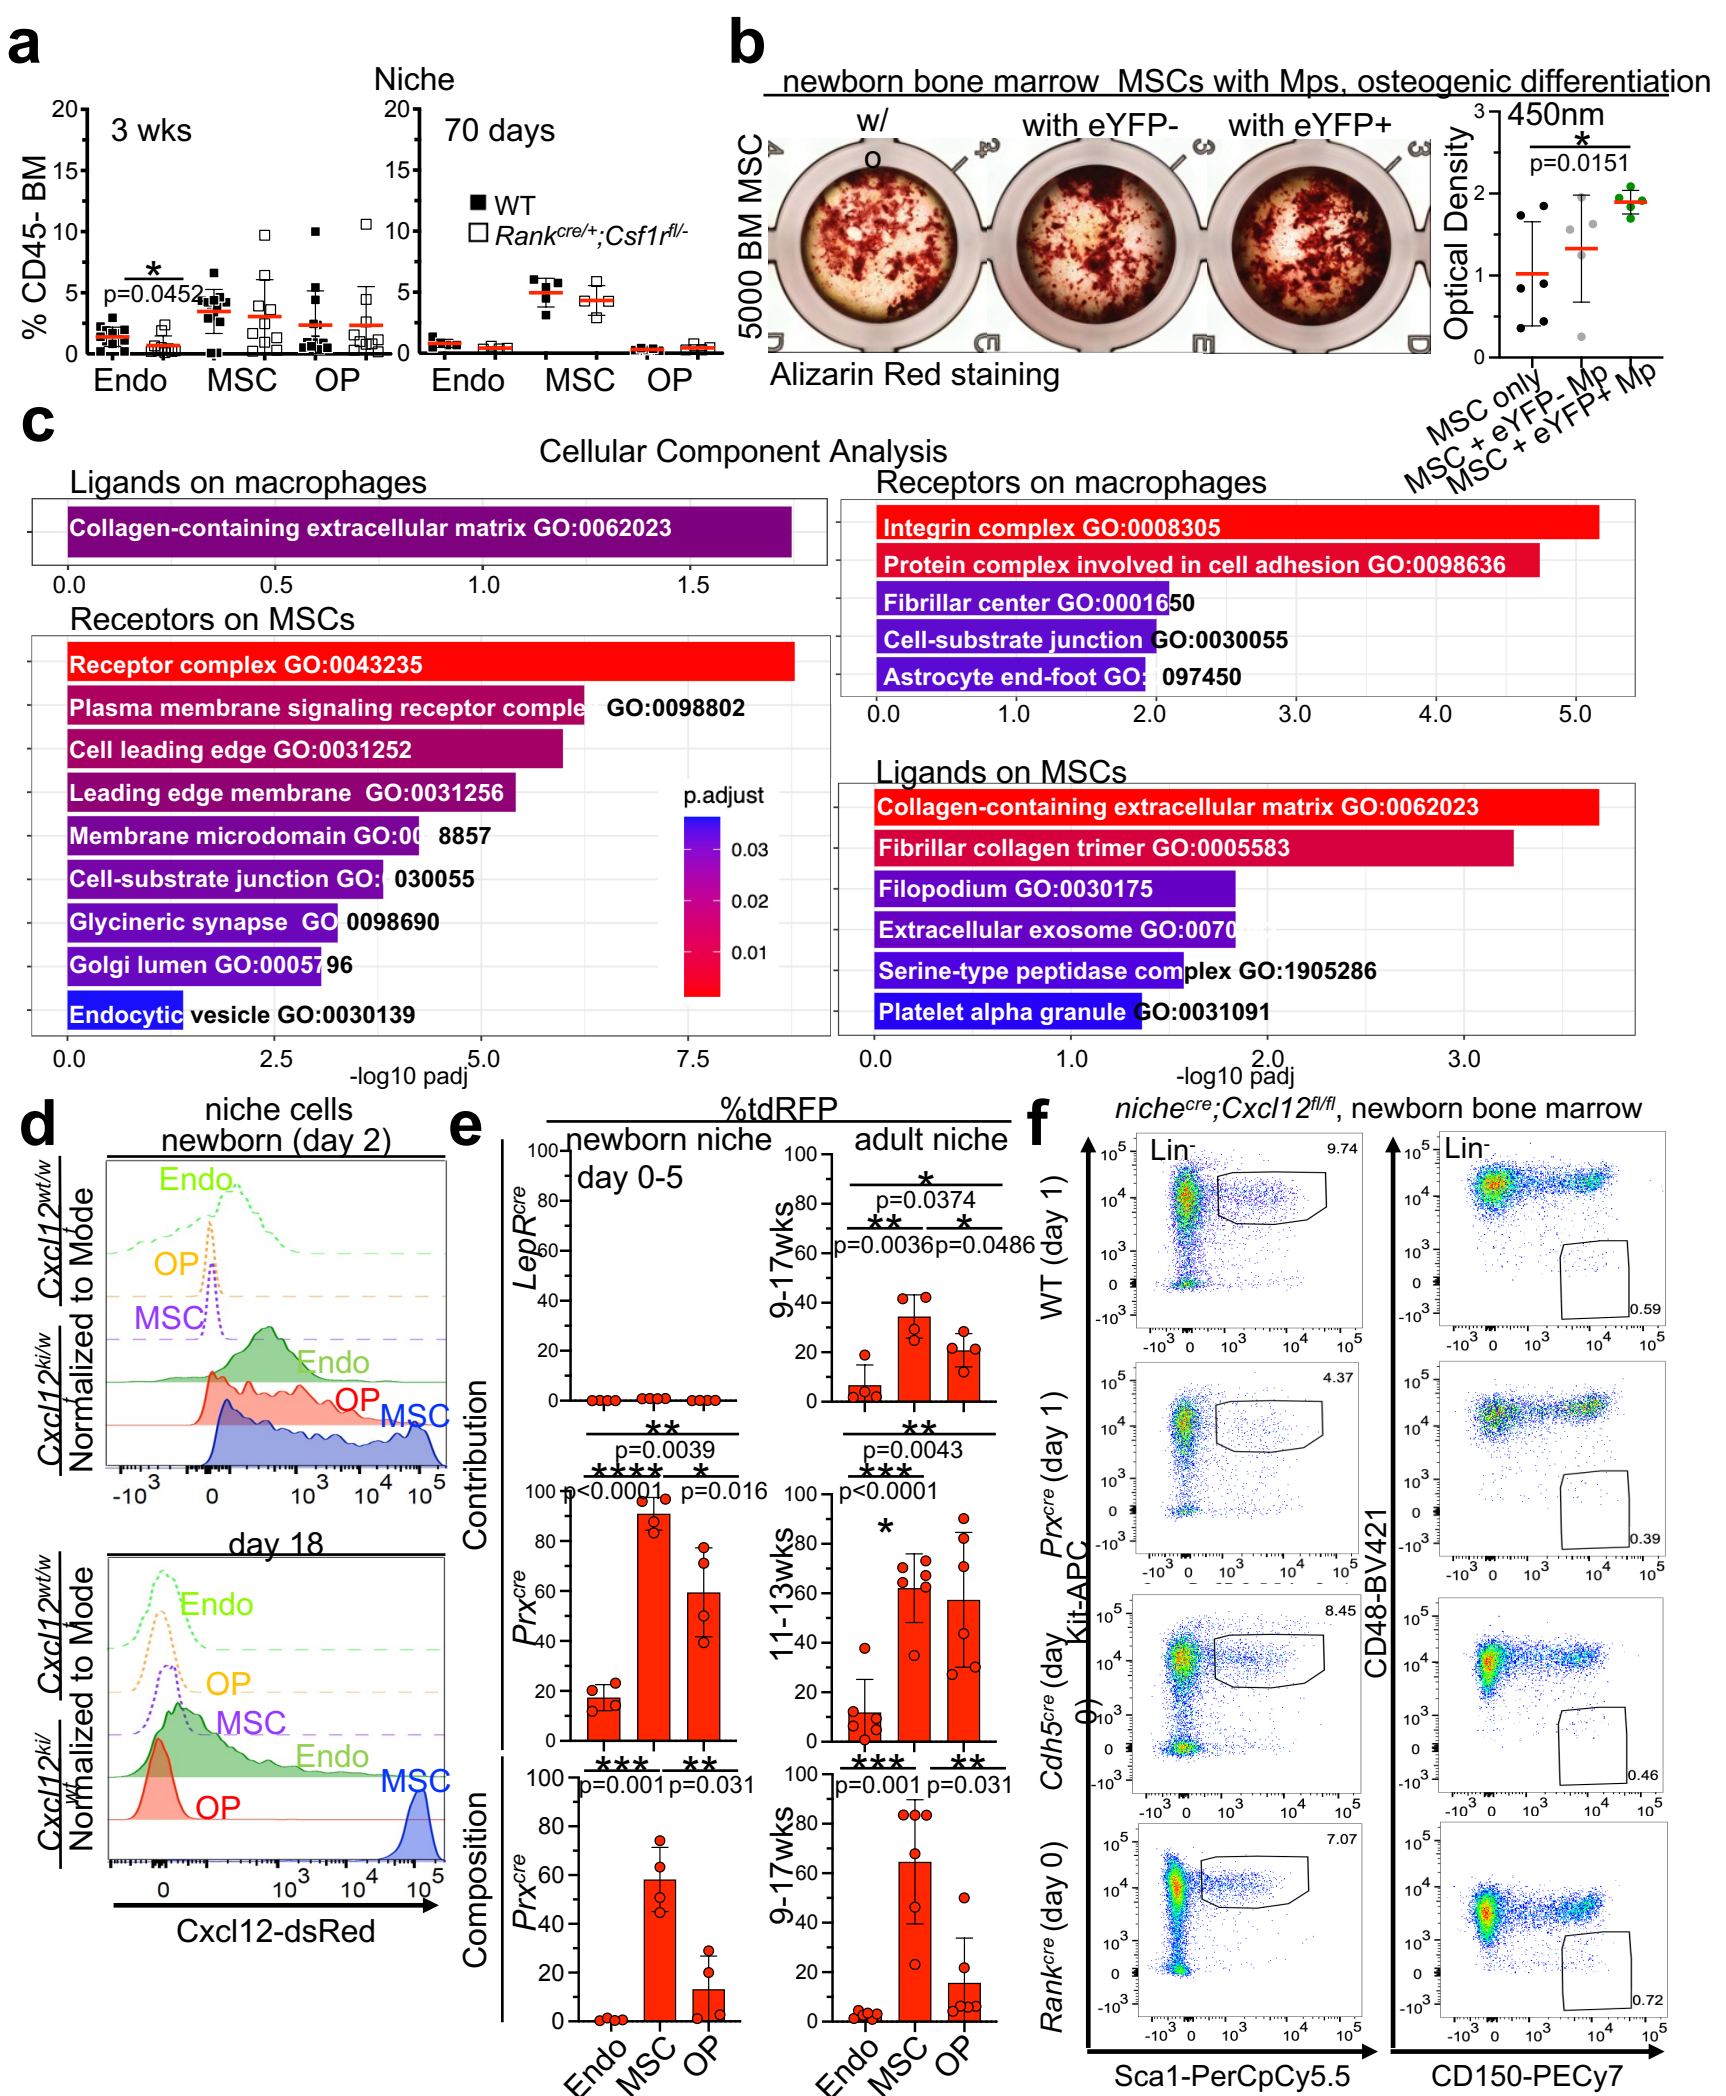

**Supplementary Fig. 4: Niche cells in 3-week-old and adult *Rank<sup>cre/+</sup>;Csf1<sup>fl/-</sup>* mice and analysis of niche cell contribution in neonates.** **a** Frequency of niche cells 3-week-old (top) and 70-day-old (bottom) *Rank<sup>cre/+</sup>;Csf1<sup>fl/-</sup>* and control mice gated as shown in Fig.4a. A two-sided unpaired Student's t-test was used. (n=23, 5 biological replicates for newborn *Rank<sup>cre/+</sup>;Csf1<sup>fl/-</sup>*, n=9, 3 biological replicates for adult *Rank<sup>cre/+</sup>;Csf1<sup>fl/-</sup>*). **b** Photographs show alizarin red stained osteogenic cultures of sorted MSCs from newborn (8-9-day-old) wild type mice, co-cultured with sorter purified bone marrow macrophages (14 days). Graph shows the quantification of osteogenic differentiation (absorbance at 450 nm). A two-sided unpaired Student's t-test was used. (n=18, 2 biological replicates). **c** Bar plots illustrating enrichment of molecular interactions between embryonic eYFP+ or adult eYFP- bone marrow macrophages with MSCs in cellular component gene sets provided by MSigDB. Ligands being significantly differentially expressed (top), receptors respectively (bottom). Interaction data retrieved from (<https://github.com/hoeferlab/CellInteractionScores>). Colors indicate the p-adjusted value. **d** Histograms of CXCL12-dsRed expression in indicated niche cell types in the bone marrow of newborn (2-day-old) and 18-day-old *Cxcl12-dsRed<sup>ki/wt</sup>* and control mice. **e** Contribution of *LepR<sup>cre/+</sup>* (top), or *Prx<sup>cre/+</sup>* (middle) positive cells to indicated niche cells in neonate (1-5-day-old) *LepR<sup>cre/+</sup>;tdRFP<sup>fl/wt</sup>* mice and adult (9-17-week-old) mice. A two-sided unpaired Student's t-test was used. (n=4, 2 biological replicates). Composition of tdRFP+ labeled niche cells in neonate *Prx<sup>cre/+</sup>;tdRFP<sup>fl/wt</sup>* (0-5-day-old) and adult mice (bottom). A two-sided unpaired Student's t-test was used. (n=6, 2 biological replicates). **f** Dot plots show bone marrow HSPC analysis of newborn (0-1-day-old) mice of indicated genotypes. Source data are provided as a Source Data file.

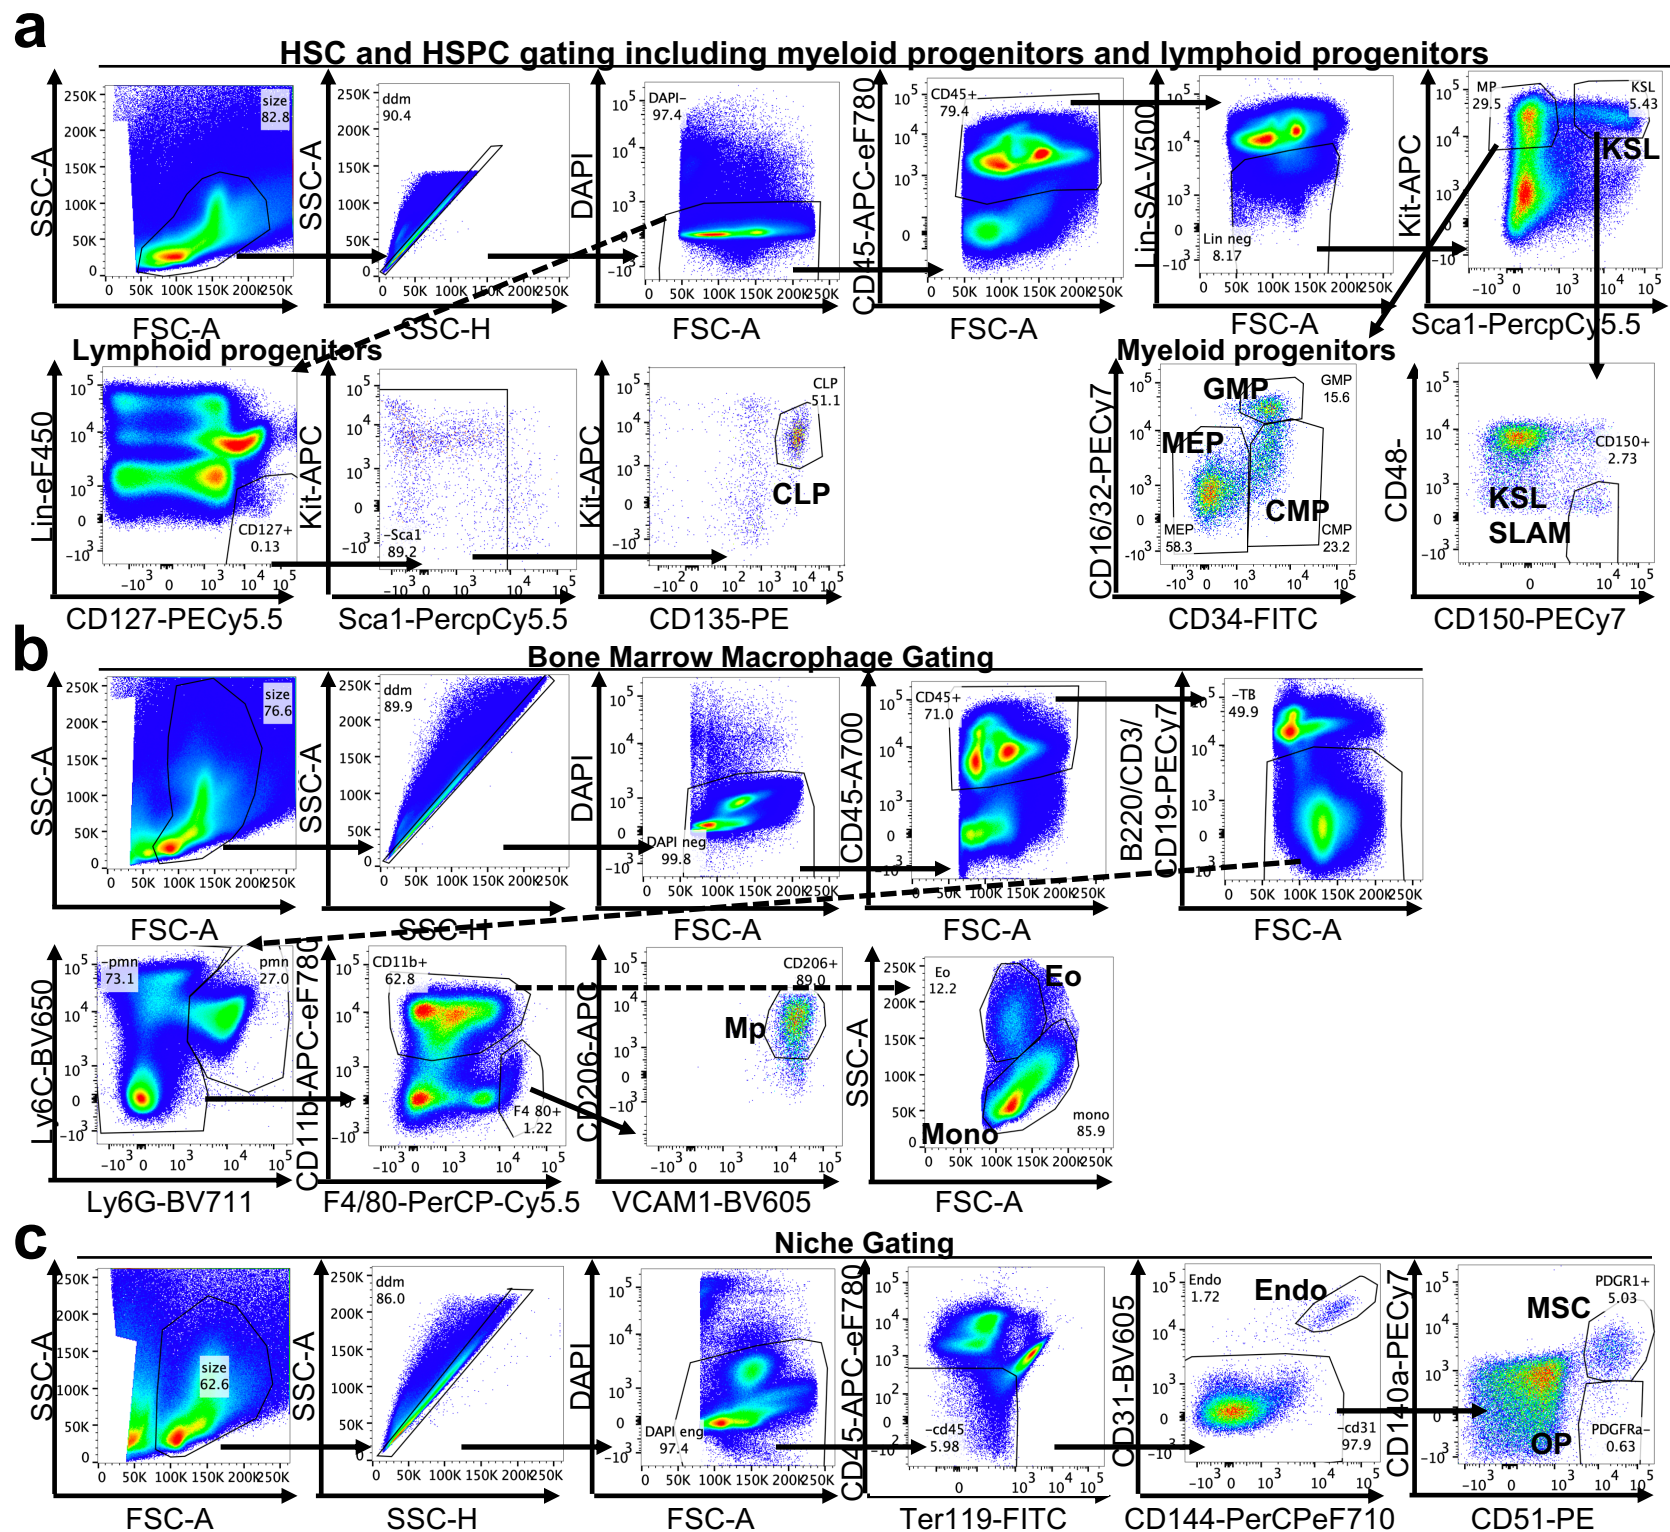

**Supplementary Fig. 5: Gating strategy for cell populations described in the paper. a** Dot plots depict the gating strategy for 3-week-old bone marrow KSL, KSL SLAM myeloid progenitors: CMP, GMP, MEP and CLP cells in control mice. Dot plots depict bone marrow cells of indicated mice at 3 weeks (18-32-day-old) of age resolved for the expression of indicated antigens. Dapi-negative singlets were gated on lineage negative cells (Lin = CD3 CD19 NK1.1 Ter119 CD11b Gr1 B220) followed by Kit<sup>+</sup> Sca1<sup>+</sup> (KSL) gating. KSL cells were further subdivided into CD48<sup>-</sup> CD150<sup>+</sup> KSL SLAM cells. Myeloid progenitors were identified as Kit<sup>+</sup> Sca1<sup>-</sup> compartment which then further divided into CMP (CD16/32<sup>-</sup> CD34<sup>+</sup>), GMP (CD16/32<sup>+</sup> CD34<sup>+</sup>) and MEP (CD16/32<sup>-</sup> CD34<sup>-</sup>) compartment. Lymphoid progenitors (CLPs) were defined as lineage negative (CD3/CD19/NK1.1/Ter119/CD11b/Gr1/B220 neg), CD127<sup>+</sup>, Sca1<sup>lo</sup>, Kit<sup>+</sup>, CD135<sup>+</sup> cells. **b** Dot plots show gating for myeloid cells in the bone marrow of *Rank<sup>cre/+</sup>;R26.eYFP<sup>fl/+</sup>* mice. For macrophages, dapi-negative singlets were gated on CD45<sup>+</sup> cells. B220, CD3, and CD19 positive cells were further subdivided by Ly6C and Gr1. Gr1<sup>low</sup> cells were further gated on CD11b vs F4/80. Monocytes and Eosinophils were identified as CD11b<sup>+</sup> cells separated by scatter characteristics as shown. Macrophages were gated on F4/80<sup>+</sup> cells and further subdivided by CD206<sup>+</sup> and VCAM1<sup>+</sup>. Mp=macrophages, Eo=eosinophils, mono=monocytes, PMN=polymorph nuclear neutrophils. **c** Dot plots display non-hematopoietic niche cells in the bone marrow of newborn (2 days) *Rank<sup>cre/+</sup>;Csf1<sup>fl/-</sup>* and control mice. From dapi-negative singlets leukocytes (CD45<sup>-</sup>) and red blood cells (Ter119<sup>-</sup>) were excluded and endothelial cells (endo) identified by cell surface expression of CD31 and CD144. CD31 negative cells were further subdivided by CD51 and PDGFRa to identify mesenchymal stromal cells, MSC and osteoprogenitors, OP.

# Supplementary material for: Embryonic macrophages orchestrate niche cell homeostasis for the establishment of the definitive hematopoietic stem cell pool
**Source:** Nat Commun. 2025 May 14;16:4428. doi: 10.1038/s41467-025-59059-9
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

### **Supplementary Data 1:** related to Supplementary Fig.1c (ml)

Significantly differentially expressed genes from a comparison of HSCs from 3-week-old (19-21-day old) *Rank<sup>cre/+</sup>;Csf1<sup>fl/-</sup>* and control mice.

### **Supplementary Data 2:** related to Fig.1c

Over-representation analysis using significantly differentially expressed genes, both up and down-regulated, in HSCs from 3-week-old (19-21-day old) *Rank<sup>cre/+</sup>;Csf1<sup>fl/-</sup>* and control mice.

### **Supplementary Data 3:** related to Supplementary Fig. 3f

Over-representation analysis using significantly differentially expressed genes, separate for up and down-regulated, in eYFP<sup>+</sup> bone marrow macrophages from 8-week-old *Rank<sup>cre/+</sup>;R26.eYFP<sup>fl/+</sup>* mice.

### **Supplementary Data 4**

Differentially expressed receptors or ligands in macrophages (embryonic versus adult) and associated, expressed receptors or ligands on MSCs with median TPM greater than 1.

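The table has 4 blocks, for ligands on MSCs with their receptors on macrophages and for receptors on MSCs with their ligands on macrophages. Each line is a cellular component set, with its size, the number of listed genes in it and the paper's p-values. The blocks for MSCs hold 6 sets of ligands and 10 sets of receptors. The set with the lowest adjusted p in the paper is the receptor complex set among receptors on MSCs, with 9 of 416 genes and an adjusted p of 1.63e-09 as reported by the paper. In the counts of the 4 adult MSC libraries, the lowest median among those 9 genes was 1.81 TPM, for Notch2, and 5 of the 9 were above 1 TPM in every mouse. For ligands on MSCs, the first set is the collagen-containing extracellular matrix set, for which the paper gives 5 of 395 genes and an adjusted p of 0.000205. All 5 of its genes were above 1 TPM in every mouse. The endocytic vesicle set holds 2 receptors, Egfr and Dysf, and neither was above 1 TPM in every mouse. The gene sets and the pairs of ligands and receptors behind the paper's test were not used here, so its p-values were not recomputed.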

### **Supplementary Data 5**

List of antibodies used in this study.

### **Supplementary Data 6**

Genotyping information.

# Supplementary material for: Embryonic macrophages orchestrate niche cell homeostasis for the establishment of the definitive hematopoietic stem cell pool
**Source:** Nat Commun. 2025 May 14;16:4428. doi: 10.1038/s41467-025-59059-9
**Supplement:** Supplementary file 9 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection BD FACSDiva Software Version 9.0 was used for all flow cytometry data collection

Data analysis  
R version 4.1.2 (2021-11-01)  
Rstudio 2022.07.2+576 FlowJo v9  
Fiji  
GraphPad Prism Version 9

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data generated or analyzed during this study are included in this published article (and its supplementary information files). Full descriptions of experimental

procedures and bioinformatic methods can be found in the Method section. Sequencing and processed data generated in this study have been deposited on Gene Expression Omnibus (GEO) under accession numbers GSE265965 for bulk RNA-seq data of sorted HSCs from Rankcre/+;Csf1rfl/- and control BM, GSE265827 for bulk RNA-seq data of murine bone marrow macrophages of embryonic and adult origin, GSE282288 for bulk RNA-seq data of niche cells. Source data are provided as a Source Data file.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                |
|--------------------------------------------------------------------|----------------|
| Reporting on sex and gender                                        | Not applicable |
| Reporting on race, ethnicity, or other socially relevant groupings | Not applicable |
| Population characteristics                                         | Not applicable |
| Recruitment                                                        | Not applicable |
| Ethics oversight                                                   | Not applicable |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculations or statistical methods were performed to predetermine the experimental sample size.                                                                                                                                                               |
| Data exclusions | No data was excluded from the analysis.                                                                                                                                                                                                                                       |
| Replication     | Multiple independent experiments were performed in each figure. All experiments in replication of the outcome were successful. Number of experiments and the number of mice for each figure could be found in Source Data.                                                    |
| Randomization   | There was no randomization. Embryos, newborns and adult mice were assigned to their groups based on their genotypes. Both sexes were used in the study. In transplantation experiments, both sexes were used. Randomization was not needed.                                   |
| Blinding        | Investigators were blinded for the analysis of newborn mice. For adult mice the phenotype is obvious so blinded analysis could not be performed. However, blinding was also not relevant to our study because the phenotype with respect to HSC numbers was not sex-specific. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Antigen/Dilution/Clone/Fluorochrome/Provider/Cat Number  
 Sca-1/1:500/D7/PerCP-Cy5.5/eBioscience/45-5981-82  
 CD150 /1:25/TC15-12F12.2/PECy7/BioLegend /115914  
 CD48/1:400/HM-48-1/BV421/BD Pharmigen/747718  
 CD117= KIT /1:400/2B8/APC/eBioscience/17-1171-83  
 CD45 /1:100/30-F11/Alexa Fluor 700/eBioscience/56-0451-82  
 CD3/1:1000/2C11, /biotin /eBioscience/13-0031-85  
 CD19/1:500/eBio 1D3/biotin /eBioscience/13-0193-82  
 NK1.1/1:2000/PK136/biotin /eBioscience/13-5941-85  
 Ter119/1:500/Ter119/biotin /eBioscience/13-5921-82  
 CD11b/1:500/M1/70/biotin /eBioscience/13-0112-85  
 Gr1/1:800/RB6-8C5/biotin /eBioscience/13-5931-85  
 B220/1:400/RA3-6B2/biotin /eBioscience/13-0452-82  
 Streptavidin /1:800/V500/BD Pharmigen/561419  
 CXCR4=CD184/1:100/L276F12/PE/BioLegend /146505  
 Ki67/1:300/SolA15/eFluor 660/eBioscience/50-5698  
 CD45.1 /1:75/A20/PE/eBioscience/12-0453  
 CD45.2/1:50/104/A700/eBioscience/56-0454-82  
 CD117= KIT /1:200/2B8/BV421/BD Pharmigen/562609  
 CD27/1:75/LG.7F9/APC/eBioscience/17-0271-82  
 CD45/1:200/30-F11/Alexa Fluor 780/eBioscience/47-0451-82  
 CD31 = PECAM1/1:100/390/BV605/BioLegend /102427  
 CD34 /1:50/RAM34/FITC/eBioscience/11-0341-81  
 CD16/32 PE-Cy7/1:25/93/PECy7/eBioscience/25-0161-81  
 CD3/1:200/17A2/eFluor 450/eBioscience/48-0032-82  
 CD11b/1:1000/M1/71/eFluor 450/eBioscience/48-0112-82  
 CD19/1:1000/eBio 1D3/eFluor 450/eBioscience/48-0193-82  
 Gr1/1:1000/RB6-8C5/eFluor 450/eBioscience/48-5931-82  
 NK1.1/1:300/PK136/eFluor 450/eBioscience/48-5941-82  
 Ter119/1:400/Ter119/eFluor 450/eBioscience/48-5921-82  
 B220/1:150/RA3-6B2/eFluor 450/eBioscience/48-0452-82  
 CD135 /1:100/A2F10/PE/eBioscience/12-1351-83  
 CD127/1:50/A7R34/PECy5/eBioscience/15-1271-81  
 F4/80 /1:200/BM8/PerCP-Cy5.5/eBioscience/45-4801-80  
 F4/80 /1:500/BM8/bio /eBioscience/13-4801-81  
 CD3 /1:50/2C11/PECy7/eBioscience/25-0031-82  
 CD19 /1:400/1D3/PECy7/BD Pharmigen/552854  
 B220 /1:200/RA3-6B2/PECy7/eBioscience/25-0452-82  
 CD206 /1:200/CO68C2/APC/BioLegend /141708  
 CD45 /1:150/30-F11/PE/eBioscience/12-0451-83  
 CD11b /1:600/M1/71/APC-eFluor780/eBioscience/47-0112-82  
 VCAM1 = CD106/1:200/429 MVCAM-A/BV605/BD Pharmigen/745193  
 Ly6C /1:200/HK1.4/BV650/BioLegend /128049  
 Ly6C /1:200/HK1.4/PE/BioLegend /128008  
 Gr1 /1:200/RB6-8C5/BV711/BioLegend /108443  
 CD51/1:50/RMV-7/PE/eBioscience/12-0512-81  
 CD51/1:200/RMV-7/biotin/eBioscience/13-0512-81  
 VE-Cadherin =CD144/1:100/eBioBV13/PerCP eF710/eBioscience/46-1441-82  
 CD31 = PECAM1/1:800/390/PECy7/BioLegend /25-0311-81  
 CD31 = PECAM1/1:100/390/A488/BioLegend /102413  
 Sca1 /1:200/D7/V500/BD Pharmigen/561228  
 PDGFRa =CD140a/1:25/APA5/APC/eBioscience/17-1401-81  
 PDGFRa =CD140a/1:150/APA5/PECy7/eBioscience/25-1401-82  
 Ter119 /1:200/Ter119/APC-eFluor780/eBioscience/47-5921-82  
 Streptavidin/1:200/APC/eBioscience/17-4317-82  
 Goat anti-mouse CD31\_polyclonal/1:100/-/-/R&D/AF3628  
 Donkey anti-goat IgG (H+L)/1:500/-/-/A488 /ThermoFischer/#A11055  
 Rabbit anti-mouse CD51\_monoclonal/1:100/SC56-07/-/ThermoFischer/MA5-32195  
 Donkey anti-rabbit IgG (H+L) /1:1000//A647/ThermoFischer/#A31573  
 CD16/32/1:200/-/-/Invitrogen  
 Rat Immunoglobulin/1:300/-/-/Jackson Immuno Research

### Validation

Antigen/Fluorochrome/Validation  
 Sca-1/PerCP-Cy5.5/Validated by manufacturer against C57BL/6 bone marrow  
 CD150 /PECy7/Validated by manufacturer against C57BL/6 bone marrow

CD48/BV421/Validated by manufacturer against blood lymphocytes  
 CD117= KIT /APC/Validated by manufacturer against C57BL/6 bone marrow  
 CD45 /Alexa Fluor 700/Validated by manufacturer against C57BL/6 bone marrow  
 CD3/biotin /Validated by manufacturer against BALB/c splenocytes  
 CD19/biotin /Validated by manufacturer against BALB/c splenocytes  
 NK1.1/biotin /Validated by manufacturer against C57BL/6 splenocytes  
 Ter119/biotin /Validated by manufacturer against BALB/c bone marrow  
 CD11b/biotin /Validated by manufacturer against BALB/c bone marrow  
 Gr1/biotin /Validated by manufacturer against mouse bone marrow  
 B220/biotin /Validated by manufacturer against BALB/c splenocytes  
 Streptavidin /V500/Validated by manufacturer against BALB/c splenocytes  
 CXCR4=CD184/PE/Validated by manufacturer against C57BL/6 thymocytes  
 Ki67/eFluor 660/Validated by manufacturer against C57BL/6 splenocytes  
 CD45.1 /PE/Validated by manufacturer against SJL splenocytes  
 CD45.2/A700/Validated by manufacturer against BALB/c splenocytes  
 CD117= KIT /BV421/Validated by manufacturer against C57BL/6 bone marrow  
 CD27/APC/Validated by manufacturer against C57BL/6 splenocytes  
 CD45/Alexa Fluor 780/Validated by manufacturer against C57BL/6 bone marrow  
 CD31 = PECAM1/BV605/Validated by manufacturer against C57BL/6 splenocytes  
 CD34 /FITC/Validated by manufacturer against C57BL/6 bone marrow  
 CD16/32 PE-Cy7/PECy7/Validated by manufacturer against BALB/c splenocytes  
 CD3/eFluor 450/Validated by manufacturer against mouse splenocytes  
 CD11b/eFluor 450/Validated by manufacturer against BALB/c bone marrow  
 CD19/eFluor 450/Validated by manufacturer against mouse splenocytes  
 Gr1/eFluor 450/Validated by manufacturer against C57BL/6 bone marrow  
 NK1.1/eFluor 450/Validated by manufacturer against C57BL/6 splenocytes  
 Ter119/eFluor 450/Validated by manufacturer against Swiss Webster bone marrow  
 B220/eFluor 450/Validated by manufacturer against C57BL/6 splenocytes  
 CD135 /PE/Validated by manufacturer against C57BL/6 bone marrow  
 CD127/PECy5/Validated by manufacturer against C57BL/6 splenocytes  
 F4/80 /PerCP-Cy5.5/Validated by manufacturer against mouse resident peritoneal exudate cells  
 F4/80 /bio /Validated by manufacturer against C57BL/6 splenocytes  
 CD3 /PECy7/Validated by manufacturer against C57BL/6 splenocytes  
 CD19 /PECy7/Validated by manufacturer against C57BL/6 splenocytes  
 B220 /PECy7/Validated by manufacturer against BALB/c splenocytes  
 CD206 /APC/Validated by manufacturer against BALB/c peritoneal macrophages  
 CD45 /PE/Validated by manufacturer against C57BL/6 splenocytes  
 CD11b /APC-eFluor780/Validated by manufacturer against C57BL/6 bone marrow  
 VCAM1 = CD106/BV605/Validated by manufacturer against BALB/c bone marrow  
 Ly6C /BV650/Validated by manufacturer against C57BL/6 bone marrow  
 Ly6C /PE/Validated by manufacturer against C57BL/6 bone marrow  
 Gr1 /BV711/Validated by manufacturer against C57BL/6 bone marrow  
 CD51/PE/Validated by manufacturer against C57BL/6 bone marrow  
 CD51/biotin/Validated by manufacturer against C57BL/6 bone marrow  
 VE-Cadherin =CD144/PerCP eF710/Validated by manufacturer against bEND-3 cells  
 CD31 = PECAM1/PECy7/Validated by manufacturer against C57BL/6 splenocytes  
 CD31 = PECAM1/A488/Validated by manufacturer against C57BL/6 splenocytes  
 Sca1 /V500/Validated by manufacturer against BALB/c splenocytes  
 PDGFRa =CD140a/APC/Validated by manufacturer against NIH/3T3 cells  
 PDGFRa =CD140a/PECy7/Validated by manufacturer against NIH/3T3 cells  
 Ter119 /APC-eFluor780/Validated by manufacturer against BALB/c bone marrow  
 Streptavidin/APC/Validated by manufacturer  
 Goat anti-mouse CD31\_polyclonal/-/Validated by manufacturer  
 Donkey anti-goat IgG (H+L)/A488 /Validated by manufacturer  
 Rabbit anti-mouse CD51\_monoclonal/-/Validated by manufacturer  
 Donkey anti-rabbit IgG (H+L) /A647/Validated by manufacturer  
 CD16/32/-/  
 Rat Immunoglobulin/-/Validated by manufacturer

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

All animal experiments (*Mus musculus*) were performed in accordance with German animal welfare legislation and were approved by the relevant authorities: Landesdirektion Dresden and the Thüringer Landesamt für Verbraucherschutz (TLV). All mice were bred and kept under specific pathogen free conditions in separated ventilated cages in the animal facility of the TU Dresden or Leibniz Institute on Aging, Jena providing a 12h/12h light/dark cycle (7am-7pm) at a temperature of 22 ± 2°C and 55 ± 10% humidity (40-75%

tolerance limit). They were kindly provided by: Csf1r- Richard Stanley, Csf1rfl Jeffrey Pollard, Vavcre Thomas Graf, Cxcl12fl, Cxcl12-DsRedki Sean Morrison, Cdh5cre Luisa Iruela-Arispe, Rosa26.tdRfpfl Hans-Jörg Fehling. Rankcre mice were generated by our lab C57BL/6J (B6, #000664), Rosa26.LSL-Yfpfl (#006148), Rosa26.LSL-tdTomatofl (#007909), Leprcre (#032457) and Prxcre (#005584) mice were purchased from the Jackson Laboratory. Csf1r- mice were kept on C3H/HeJ, and all other mouse lines on the C57BL/6J genetic background. Mice were sacrificed by decapitation (newborn mice) or cervical dislocation (adult mice). Rankcre/+;Csf1rfl/- mice were generated by first crossing Rankcre/+ males with Csf1r+/- females. Male Rankcre/+;Csf1r+/- offspring was then bred with Csf1rfl/fl females to obtain Rankcre/+;Csf1rfl/- mice. Vavcre/+;Csf1rfl/- mice were generated following the same breeding strategy. Prxcre/+;Cxcl12fl/fl, Cdh5cre/+;Cxcl12fl/fl, and Rankcre/+;Cxcl12fl/fl mice were produced by crossing cre/+ males (specific to each line) with Cxcl12fl/fl females. Male cre/+;Cxcl12fl/+ offsprings were crossed with Cxcl12fl/fl females. Lineage tracers were generated by crossing cre/+ males with Rosa26.LSL-YFPfl/fl, Rosa26.tdRFPfl/fl, or Rosa26.LSL-tdTomatofl/fl females. Genotyping information is provided in Supplementary Data 6.

|                         |                                                                                                                                                                                                                                           |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                  |
| Reporting on sex        | These findings presented here, do not apply to one sex.                                                                                                                                                                                   |
| Field-collected samples | This study does not involve samples collected from the field.                                                                                                                                                                             |
| Ethics oversight        | All animal experiments (Mus musculus) were performed in accordance with German animal welfare legislation and were approved by the relevant authorities: Landesdirektion Dresden and the Thüringer Landesamt für Verbraucherschutz (TLV). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                     |
|-----------------------|-------------------------------------|
| Seed stocks           | This study does not involve plants. |
| Novel plant genotypes | This study does not involve plants. |
| Authentication        | This study does not involve plants. |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | <p>Isolation of hematopoietic and niche cells Embryos and newborn mice: timed pregnancies were performed and the day of vaginal plug was evaluated as 0.5 days post-conception. Aorta-Gonad-Mesonephros (AGM) and fetal livers from E10.5 embryos were digested 30 min at 37°C in PBS/5% FCS containing collagenase type 4 (Worthington, 100µg/ml final, #CAS:9001-12-1) and DNase I (Sigma-Aldrich, #DN25-1G, 100µg/ml final). The reaction was stopped by adding 12.5mM EDTA. Fetal spleen and bone marrow, and newborn liver, spleen, and bone marrow were disintegrated between the frosted end of two glass slides without digestion. All samples were filtered through a 100µm filter mesh. Niche cell preparation for newborn, 3-week and 14-week-old mice: Femurs were prepared<sup>39</sup>. Briefly, femurs were flushed twice with PBS and digested for 30 minutes at 37°C under agitation. Digestion was stopped with PBS/5% FCS, the suspensions were filtered through a 40 µm filter mesh and continued with staining or differentiation culture. Hematopoietic cell isolation from 3-week-old mice: Bones were crushed, and spleens gently disintegrated between the frosted end of two glass slides. Red blood cell lysis (ACK Lysing Buffer, Gibco #A10492-01) was performed for bone marrow (20 sec) and spleen (40 sec). Lysis was stopped by adding PBS/5% FCS. Blood samples: Blood samples were obtained by retro-orbital bleeding. Red blood cell lysis was performed twice for 5 minutes each. Lysis was stopped by adding PBS/5% FCS.</p> <p>Flow cytometry Cells were stained and blocked with purified CD16/32 (Invitrogen, clone 93) and rat Immunoglobulin (Jackson Immuno Research, 012-000-002) for 40 minutes on ice<sup>65</sup>. Macrophage samples are blocked with purified CD16/32 and rat Immunoglobulin for 30 minutes on ice before staining. All antibodies are listed in Supplementary Data 5. Counting beads (CountBright, ThermoFischer, #C36950) were added to each sample during staining. Live/dead discrimination is done by 0.4 µg/ml of DAPI (Biochemica, A1001,000) right before acquisition.</p> <p>For sorting, macrophages were enriched using biotinylated anti-F4/80 antibodies and then further incubated with anti-biotin</p> |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

beads (Miltenyi Biotec #130-090-485). HSC and HSPC were sorted from lineage (CD45, Ter119, CD3, CD4, CD8, Gr1, CD11b)-depleted bone marrow cells (MACS). Before acquisition cells were passed through a 40 µm filter mesh. Cell cycle: Bone marrow and spleen cells were stained for cell surface antigens, fixed using BD Cytofix/Cytoperm Fixation and Permeabilization solution (BD #51-2090KZ), frozen (-80°C) and subsequently stained. Samples were acquired and sorted using BD LSRII, BD LSRFortessa, BD FACSAria III, BD FACSAria Fusion and analyzed with FlowJo Software (TreeStar).

Transplantation Fig. 1f: 1000 bone marrow KSL cells (CD45.2) from Rankcre/+;Csf1rfl/- or littermate wildtype controls (21-25-day-old) were sorter purified and transplanted into adult RgW41 (CD45.1) recipients 34. Bone marrow chimerism was evaluated 32 weeks after transplantation.

Fig. 2f: 4x10<sup>5</sup> whole bone marrow cells from newborn Rankcre/+;Csf1rfl/- or littermate controls (2-day-old) were transplanted intravenously into adult RgW41 recipients. Blood PMN chimerism was assessed at 5, 9, 14 and 18 weeks and bone marrow HSC (KSL CD48- CD150+) chimerism was evaluated 18 weeks after transplantation. Fig. 3d 1000 bone marrow KSL cells (CD45.2) from wildtype mice (21-25-day-old) were sorter purified and transplanted into adult RgW41 (CD45.1) recipients. Bone marrow chimerism was evaluated 32 weeks after transplantation.

In vivo Homing assay 4x10<sup>5</sup> bone marrow cells from newborn Rankcre/+;Csf1rfl/- or littermate controls were transplanted into the liver of neonate wildtype mice. 16 hours later, bone marrow samples were stained and analyzed.

In vitro Migration assay 750-800 liver KSL cells from newborn Rankcre/+;Csf1rfl/- or littermate wildtype (WT) control mice were sorter purified and dispensed to the upper part of the 24-well transwell plate (VWR 8.0 µm, 24 well) containing DMEM (Gibco, 31966-021) with 10% FCS and 1% P/S. The bottom part of each transwell contained 100 ng/ml of murine CXCL12 (rm-SDF1 Peprotech, #250-20A-10UG) or not. After 2.5 hours of incubation at 37°C, cells from the bottom were collected and analyzed by flow cytometry.

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Instrument                | Samples were acquired and sorted using BD LSRII, BD LSRFortessa, BD FACSAria III, BD FACSAria Fusion                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Software                  | Flow cytometry data was collected using BDFACSDiva Software and analyzed with FlowJo Software (TreeStar).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Cell population abundance | Purity of the sorted cells were assessed by running 5% of the collected sample, through the same instrument used to sort the cells.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Gating strategy           | <p>Gating strategies for all relevant cell populations can be found in the Figures and Supplementary Figures.</p> <p>For E17.5-adult liver, spleen and bone marrow hematopoietic stem cell populations, live singlets were gated on lineage negative (lineage mix:CD3/CD19/NK1.1/Ter119/CD11b/Gr1/B220 neg), followed by Kit+ Sca1+ (KSL) gating. Myeloid progenitors were identified as Kit+ Sca1- compartment which then further divided into CMP(CD16/32- CD34+), GMP (CD16/32+ CD34+) and MEP (CD16/32- CD34-) compartment. KSL cells were further subdivided into CD48- CD150+) KSL SLAM cells. Lymphoid progenitors (CLPs) were defined as Lineage negative, CD127+ ,Sca1lo , Kit+ CD135+ cells.</p> <p>For blood KSL cells, live singlets were gated on CD45+ Kit+ leukocytes. Further this population was divided into Kit+ Sca1+ compartment.</p> <p>For newborn and adult niche cells, live singlets were gated on CD45 and Ter119 negative cells. Endothelial cells=Endo are further gated by double positivity of CD31 and CD144/Sca1. CD31-/Sca1- cells were further gated for CD51+ expression, which then divided into PDGFRa+ (Mesenchymal Stromal Cells=MSCs) and PDGFRa- (Osteoprogenitors=OPs) populations.</p> <p>For macrophages, live singlets were gated on CD45+ cells. B220/CD3/CD19+ cells were excluded. B220/CD3/CD19- cells were further gated on Ly6C vs Gr1. Gr1low cells were further gated on CD11b vs F4/80+. Monocytes and Eosinophils were gated on CD11b+ cells and further identified by side scatter and forward scatter. Macrophages were gated on F4/80+ fraction and further gated on CD206 and VCAM1 and double positive population were identified as macrophages.</p> |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

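The data are RNA-seq libraries of adult wild-type bone marrow MSCs, 1 library of 100 sorted cells from each of 4 mice aged 14 weeks. The authors deposited one table of raw counts, with 56980 Ensembl genes and a column for each mouse. According to the Supplementary Methods, the authors aligned read pairs to GRCm39 with STAR, merging overlapping mates and requiring a minimum share of aligned bases, and counted uniquely mapped pairs on exons with featureCounts. The parameters given there include no strand option, so that counting was unstranded by default. The main Methods list Supplementary Fig. 4c under another pipeline, with segemehl, a later featureCounts and a later Ensembl release. The description specific to MSCs was taken as the one that applies. The table is separated by semicolons. Read in that way, every value was checked to be a whole number of at least 0, and the column totals differ, as raw counts do. Columns were joined to mice by the sample code in their names. No column of per-sample values was left unused.

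From the counts, TPM was computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The count of a gene was divided by the length of the union of its annotated exons and each library was scaled to 1000000 over all genes with a length. The lengths, biotypes and coordinates are those of GENCODE M21 on GRCm38. The counts were made on GRCm39, so a gene whose exons changed between the annotations has a TPM that is off by the ratio of its lengths. No coordinates were converted. Of the listed genes, 4855 have no length there and were left out of the TPM. A gene was called expressed when its median TPM over the 4 mice was above 1, the cutoff that the Supplementary Methods give. The TPM and cutoff code was tested on simulated data. Counts of 52125 genes were drawn with known TPM values and counting error only. Of the 50961 genes whose true TPM lay clearly to one side of the cutoff, 50913 were placed on that side. All 200 genes raised by a known fold to above the cutoff were found there. The draws held no spread between mice and used the same gene lengths. They therefore test the code, not how accurate the calls in these libraries are.

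The depth was between 22738604 and 43545349 counts per library, so that 3 counts, taken as the smallest detectable value, correspond to between 0.0689 and 0.132 when a library is scaled to 1000000 counts. Such floors cover counting error only, since PCR copies of the same cDNA are not independent molecules and the paper's text describes no molecular identifiers. Exons shared with other genes were taken from the annotation, and near-identical copies were searched with BLAST 2.17.0 among the annotated transcripts, at 95% identity or more over at least 100 bases. The search covered both strands and did not leave out overlapping genes, so it can find the shared exons again.

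All 4 libraries form one group, so no groups were compared. The 3 comparisons between receptors used the difference in log2(TPM + 1) within each mouse and an exact two-sided sign-flip permutation test, with Benjamini-Hochberg adjustment over the 3. The genes named are those the paper names on MSCs and their partners, genes of Supplementary Data 4, the genes of the sort antigens and of the niche-cell drivers, lists of marker genes for other cell types, and the 10 genes with the highest median TPM. These rules, the comparisons and the alternatives were set before the data were examined, apart from 2 alternatives added later. The alternatives were another gene length, no length, other denominators, other summaries over mice, other cutoffs, a minimum of 10 counts, another pseudocount and leaving out each mouse. A rescaling by TMM factors was planned and not run. The 2 added later were a common upper quartile between libraries and a median length for the genes that lack one. The enrichment tests of the paper were not repeated, and macrophage libraries were not analysed here.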

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

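All tests below were chosen only after the results were seen, except the test of chondrocyte markers as a source of Col2a1. The libraries form one condition, so no biological explanation was tested.

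In 8 of 51 values that were compared over the 4 mice, one mouse stood apart, with a gap to its nearest neighbour, as a share of the whole range, above Dixon's 95% critical value for 4 samples. Chance alone gives about 2.55 of 51 if every value is normally distributed between mice. Values with few counts in most libraries do not meet this, and some of the values share genes. The 2 numbers therefore do not measure an excess. Mouse 2 had 16109 genes above 0 counts against 18683 to 18907 in the others (gap 0.920 of the range). With every library thinned to 22738604 counts, 15813 genes were expected in mouse 2 and at least 17256 in each of the others, a difference of -1443 genes. Depth does not account for the low number in mouse 2, since the library of mouse 4 had fewer counts and 18802 genes. The gap at equal depth was 0.483 of the range, below the critical value, so the size of the gap does depend on depth. Loss of molecules during capture from few cells was not tested.

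The gaps of Itgb1, the chondrocyte markers and the sex-linked genes fell below the critical value under another scaling between libraries, but the same mouse remained farthest from the others. The gaps thus depend on the scaling, and the test cannot tell whether scaling set these mice apart. Itgb1 was highest in mouse 2, at 214 TPM against 170 to 175 TPM in the others (gap 0.871 of the range), and with a common upper quartile it was 223 TPM against 154 to 186 TPM (gap 0.534). The summed TPM of the chondrocyte markers was highest in mouse 1, at 352 TPM (gap 0.926), and with a common upper quartile it was 348 TPM against 199.6 to 240.4 TPM in the others (gap 0.725). The summed TPM of the sex-linked genes was lowest in mouse 1, at 22.3 TPM (gap 0.834), and with a common upper quartile it was 22.0 TPM against 31.7 to 40.3 TPM in the others (gap 0.530).

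The last 4 gaps rest on few counts in one library. Lrg1 had 50 counts in mouse 3 and at most 1 count in each other mouse (gap 0.980). Ptprc, the gene of CD45, had 50 counts in mouse 4 and at most 2 in each other mouse (gap 0.963). The megakaryocyte markers had 123 counts in mouse 1, nearly all from Gp9, and between 0 and 20 in the others (gap 0.914). The macrophage markers had 154 counts in mouse 3 and between 15 and 46 in the others (gap 0.883). No explanation was tested for these.

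The paper does not report on marker genes of other cell types in these libraries. The summed counts of the osteoblast, erythroid, chondrocyte, adipocyte, neutrophil, macrophage and endothelial markers were above 3 in every mouse. The osteoblast markers Bglap, Ibsp, Sp7 and Alpl summed to 122108 ± 38198 TPM (mean ± SD, n = 4). Bglap, Bglap2, Spp1, Sparc and Col1a1 had the 5 highest median TPM values of all genes. Bglap has near-identical copies over 99.8% of its longest transcript, so its own value is uncertain. Shared reads do not account for the pattern, because Ibsp, Sp7 and Alpl alone summed to 6.55 times the TPM of the niche-cell genes Cxcl12, Lepr, Prrx1, Nes, Foxc1 and Ebf3. The coefficient of variation of the osteoblast markers was 0.442 times that of the niche-cell genes. This ratio does not decide whether the number of sorted osteoblasts varied between mice, because a varying share of one cell type also moves the share of the others. Osteoblasts among the sorted cells, or osteoblast genes in the sorted MSCs themselves, may both give this pattern and cannot be told apart here.

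The erythroid markers, mostly haemoglobin genes, summed to 1735 ± 2216 TPM (SD, n = 4), from 35.0 TPM in mouse 2 to 4884.5 TPM in mouse 1. If erythroid cells were among the sorted cells in every library, the erythroid gene Alas2 would reach 3 counts in all of them. It did so in 2 of the 4 libraries, those of mice 1 and 3, where haemoglobin was also highest. Alas2 shares 12.9% of its exonic bases with Apex2 on the opposite strand, which had 904, 3, 646 and 0 counts in mice 1 to 4. The haemoglobin genes are partly near-identical to each other, and free RNA in the sorted droplets was not tested, so the source cannot be told.

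The chondrocyte markers Acan, Col9a1, Col11a2 and Matn3 summed to 257 ± 64.0 TPM (SD, n = 4), nearly all of it Col11a2. Col2a1, which Supplementary Data 4 lists as a ligand on MSCs, was detected in all 4 libraries. If it came from chondrocytes, their other markers would be found with it. At least 1 of the 4 markers was under 3 counts in 3 of the libraries, but none of the libraries lacked all of them. Col2a1 was highest in mice 4 and 2, at 395 and 386 TPM, where Acan, Col9a1 and Matn3 were each below 1.2 TPM. Col2a1 was 208 TPM in mouse 1, where the summed markers were highest at 352 TPM, so it did not follow them between mice. Acan, Col9a1 and Matn3 thus argue against chondrocytes as the main source of Col2a1 in mice 2 and 4. Col11a2 goes the other way, at 228 and 218 TPM in those mice. Markers at low levels can be missed in libraries of 100 cells, so some RNA from chondrocytes can be neither assigned nor excluded.

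The adipocyte markers Adipoq, Lpl, Cebpa and Pparg summed to 459 ± 352 TPM (SD, n = 4), the neutrophil markers to 18.5 ± 15.2 TPM, the macrophage markers to 2.13 ± 3.08 TPM and the endothelial markers to 0.636 ± 0.644 TPM. No technical explanation was tested for these markers, apart from the ratios to single genes given for the macrophage and neutrophil markers below and for the endothelial markers beside Acvrl1. The adipocyte markers followed the niche-cell genes between mice. They summed to 199, 962, 439 and 234 TPM in mice 1 to 4, where the niche-cell genes summed to 1052, 4534, 2316 and 1194 TPM. The adipocyte markers therefore need not come from another cell type.

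Mfge8 and Anxa1, which Supplementary Data 4 lists as ligands on macrophages, were present in the MSC libraries at 102 ± 65.8 TPM and 151 ± 53.5 TPM (mean ± SD, n = 4). RNA from macrophages is a candidate source. The summed TPM of the macrophage markers was 0.0208 times that of Mfge8, and Adgre1, Csf1r and C1qa had 0 counts in every library. The macrophage and neutrophil markers together reached 0.137 times the TPM of Anxa1. Mfge8 was highest in mouse 1, at 14115 counts, where the macrophage markers summed to 15 counts, and Anxa1 was highest in mouse 3, at 206 TPM, where the neutrophil markers were lowest at 6.89 TPM and the macrophage markers highest at 6.72 TPM. RNA from macrophages does not account for Mfge8. For Anxa1, the marker levels in mouse 3 were small beside it, and RNA from neutrophils does not follow it between mice. Anxa1 and Mfge8 share no exonic bases with another annotated gene. RNA from further cell types was not tested.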

How the results depend on the processing

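The number of Supplementary Data 4 receptors on MSCs past the TPM cutoff, 12 with the cutoff of the paper, was 7 when every mouse had to be above 1 TPM and 7 with a cutoff of 5 TPM. The receptors lost were the same 5 both times, Acvrl1, Dysf, Egfr, Insr and Notch2. With at least 10 counts in every mouse it was 11, and with each mouse left out in turn it was 11 or 12. Dysf was lost without mouse 2 and without mouse 3. The number of ligands was 8 or 9 under all 15 alternatives, and Icam1 was the ligand lost. The number of genes past the cutoff, 11948, fell most with a cutoff of 5 TPM, to 7666. It was 8042 when every mouse had to be above 1 TPM and 8886 with at least 10 counts in every mouse, and it rose most with the mean over mice in place of the median, to 14269. It lay between 11144 and 11901 across the 4 fits that each left out one mouse. The cause of these changes was not tested. Of the genes past the cutoff, 3906 were not above 1 TPM in every mouse.

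Another gene length, no length, other denominators, a common upper quartile and a median length for the genes without one left all 12 receptors and all 9 ligands past the cutoff. The upper quartile and the median length were chosen after seeing the data. These lists were drawn by the paper with this cutoff from the same libraries, so they would be expected to pass it. A rescaling of TPM by edgeR's TMM factors, planned for every result, was not run.

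The mean TPM of Tgfbr2, Itgb3, Pdgfrb and Cxcl12 moved by less than 1 SD between mice with another gene length, other denominators, a common upper quartile and a median length for the genes without one, and by more than 1 SD as a count scaled by library size alone, a unit without gene length. Leaving out a mouse or taking the median over mice cannot move a mean of 4 values by more than 1 SD, so these alternatives show no stability of the means.

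The differences in log2(TPM + 1) kept their direction under all 11 alternatives. Pdgfrb stayed above Itgb3 by 1.91 to 2.76, Tgfbr2 above Itgb3 by 0.46 to 1.53, and Pdgfrb above Tgfbr2 by 0.79 to 1.99. With 4 mice the test cannot give a p under 0.13, so no setting could bring a difference past 0.05. Counting error is small beside the spread between mice. Among the 4673 genes with a mean of 10 to 100 TPM the median coefficient of variation between mice was 42.4%, where counting error gives 2.96%.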

Differences from the paper's values

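The numbers of genes in the 18 lists and sets of Supplementary Data 4 that were compared were equal to the paper's. None differed with the paper's cutoff. Each number counts the genes listed by the paper that passed the cutoff here, so it had no way to exceed the paper's number. The paper had already filtered these lists with this cutoff in the same libraries, so equal numbers were expected and are no independent result.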

Other observations

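The test on genes missing from one library was chosen only after the result was seen. The tests on Itgb3, Acvrl1 and Sdc1 were chosen before that. The libraries form one condition, so no biological explanation was tested.

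Cxcl12 was among the highest genes of the adult MSCs, with 2154 ± 1556 TPM (mean ± SD, n = 4) and rank 58 by median TPM. It was 983 TPM in mouse 1, 4329 TPM in mouse 2, 2224 TPM in mouse 3 and 1079 TPM in mouse 4. Lepr had 65.4 ± 39.0 TPM, Foxc1 26.8 ± 12.4 TPM, Prrx1 15.0 ± 4.35 TPM and Ebf3 12.0 ± 11.3 TPM (SD, n = 4). Nes had 1.01 ± 1.11 TPM and was at 0 counts in mouse 4. Of the genes of the sort antigens, Pdgfra had 39.8 ± 7.29 TPM and Itgav 15.7 ± 2.51 TPM, while Pecam1 had at most 14 counts in any library. Ly6a, the gene of Sca1, had 120 counts in mouse 2 and 144 in mouse 4 but at most 1 in each of the others. Xist had at most 3 counts in any library, and Ddx3y and Eif2s3y had at least 632 counts in each, as in male mice.

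Several receptors listed on MSCs are also genes of other marrow cells, and RNA from such cells could add to their counts. The summed TPM of the megakaryocyte markers was 0.332 times that of Itgb3, the endothelial markers reached 0.115 times the TPM of Acvrl1, and the plasma cell markers reached 0.0828 times that of Sdc1. The ratios differed between mice. The megakaryocyte markers had 0 counts in mice 2 and 4, where Itgb3 had 457 and 432 counts, but 7.95 TPM in mouse 1, where Itgb3 was lowest at 1.66 TPM. The plasma cell markers had 1 count in each of mice 2 and 3, where Sdc1 was highest, at 121 and 98.1 TPM. The endothelial markers were at 1.28 TPM in mouse 2, where Acvrl1 was highest at 14.0 TPM, and at 1.10 TPM in mouse 4, where Acvrl1 had 2 counts. RNA from these cells therefore does not account for Itgb3 in mice 2 and 4 or for Sdc1 in mice 2 and 3.

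Many genes were missing from one library although the other three held them. Counting only genes with at least 100 counts in each of the other libraries, 45 genes were at 0 in mouse 1, 380 in mouse 2, 17 in mouse 3 and 204 in mouse 4. With at least 10 counts in each of the others, the numbers were 135, 776, 69 and 391. Counting error at the depth of each library gives at most 0.0208 such genes. Depth does not account for the pattern, and loss of whole transcripts before amplification in samples of 100 cells is a hypothesis that was not tested here. Icam1, at 0 counts in mouse 4, is such a gene.

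Of the 6 receptors that Supplementary Data 4 lists on macrophages, none had a median above 1 TPM in the MSC libraries. Kit was the highest of them, with 207 counts in mouse 2, 133 in mouse 4 and 0 in the others. Egfl7, a ligand listed on macrophages, had at most 1 count in any MSC library.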
